# Expression of MIR155HG, LOC283856, KIAA0125, and LOC100190986 as potential prognostic and predictive biomarkers for breast cancer

**DOI:** 10.1590/1414-431X2025e14805

**Published:** 2026-02-06

**Authors:** A.C. Pavanelli, F.R.R. Mangone, G.P. de Jesus, M.A. Nagai

**Keywords:** Breast cancer, lncRNAs, Biomarker, Prognosis, MIR155HG

## Abstract

Accumulating evidence has pointed out that the altered expression of long non-coding RNAs (lncRNAs) is involved in the physiopathology of breast cancer (BC). However, the role of lncRNAs in BC progression remains poorly understood. Here, we evaluated cDNA microarray data from a previous study from our group to investigate the effects of SPARC expression on the transcriptome of MCF7 cells before and after treatment with docetaxel. We analyzed our gene expression data to identify differentially expressed long non-coding RNAs (DELncRNAs). In combination with *in silico* analysis, we selected a group of DELncRNAs with potential prognostic and predictive value for BC patients with tumors of different intrinsic subtypes. Overall, we identified 260 DELncRNAs comparing MCF7 cells with different expressions of SPARC after docetaxel treatment. Nine DELncRNAs (LOC646762, FLJ13224, CASC2, LOC100130691, MGC12916, LOC100190986, LOC283856, KIAA0125, and MIR155HG) showed significant associations with BC survival on the KM Plotter platform. Of these 9 DELncRNAs, MIR155HG, LOC283856, LOC100190986, and KIAA0125 were significantly correlated with recurrence-free survival and overall survival rates of BC patients, suggesting they could help predict the outcome of BC patients as prognostic factors. Moreover, *in silico* analysis showed that these DELncRNAs were able to predict BC patients' responses to different treatment protocols.

## Introduction

Breast cancer (BC) ranks highest in incidence and mortality among cancers affecting women worldwide and is considered an important public health problem. In 2020, 2.3 million women were diagnosed with BC, and 685,000 deaths were reported worldwide (1). BC has a diverse etiology and is classified into four main molecular subtypes: Luminal A, Luminal B, HER2-positive, and triple-negative (TN). Luminal tumors are characterized by the presence of estrogen receptors (ER) and progesterone receptors (PR), along with the absence of the HER-2 oncogene. Luminal B tumors may express PR at either high or low levels, and HER-2 can also be detected in some cases. Due to their hormone receptor-positive status, these tumors can benefit from endocrine therapies, such as selective estrogen receptor modulators (SERMs), selective estrogen receptor degraders (SERDs), and aromatase inhibitors (AIs). Patients with HER-2-positive breast tumors may respond positively to treatment with monoclonal antibodies. In contrast, triple-negative tumors lack expression of the ER, PR, and HER-2 receptors. The conventional treatment approaches for these tumors typically includes chemotherapy and surgery. BC is a complex disease with variability in its molecular, pathological, and clinical course, and its response to treatment (2). Despite advances in the molecular classification of BC, new biomarkers are needed for prognosis and prediction of patients' responses to different therapeutic strategies.

Evidence has indicated that long non-coding RNAs (lncRNAs) play critical roles in the pathophysiology of BC (3). As reported in the 2023 consensus, lncRNAs constitute a group of transcripts composed of 500 nucleotides or more that do not have the potential to encode proteins (4). They can be located in the genome in sense, antisense, bidirectional, intronic, and intergenic states (5). LncRNAs can regulate gene expression primarily through interaction with different proteins at single or complex interactions, including epigenetic, transcriptional, post-transcriptional, translational, and post-translational levels (5). Aberrant expressions of several lncRNAs have been reported to be associated with BC (6,7). In addition, different lncRNAs are differentially expressed and harbor prognostic and predictive value in breast cancer (8,9). Although the research on lncRNAs has increased significantly in recent years, the number and function of the lncRNAs associated with BC have not been elucidated and require further studies.

Docetaxel is a widely used and effective anti-microtubule agent in the treatment of BC (10). However, the mechanisms associated with chemosensitivity or resistance to docetaxel are not yet clearly defined. The SPARC (secreted protein acidic, and rich in cysteine) is a 42 KDa matricellular protein that acts at the interface between the cell surface and the extracellular matrix (ECM) and can directly or indirectly modulate the action of several growth factors involved in cell adhesion, cell migration, tissue remodeling, angiogenesis, embryogenesis, and tumorigenesis (11). SPARC expression has been associated with sensitivity to chemotherapeutic drugs *in vivo* and *in vitro* (12) and to taxanes (13). Furthermore, the GEparSepto-GBG6 trial has reported that BC patients, mainly of the triple negative subtype, with increased SPARC expression had a significant increase in response to nab-paclitaxel (14).

Using cDNA microarray analysis to identify potential biomarkers involved with docetaxel chemosensitivity, we evaluated the effects of SPARC expression on the transcriptome of MCF7 cells before and after treatment with docetaxel [data not published (ACP and MAN)]. Here, we explored our gene expression data generated using cDNA microarrays to identify differentially expressed lncRNAs (DELncRNAs), and in combination with *in silico* analysis, we selected a group of DELncRNAs with a potential prognostic and predictive value for patients with different BC subtypes.

## Material and Methods

### Cell line, plasmid transfection, and docetaxel treatment

MCF-7 cell line was purchased from the ATCC (American Type Culture Collection, USA) and maintained in RPMI medium supplemented with 10% fetal bovine serum (GIBCO, USA) containing antibiotic-antimycotic (100 U/mL penicillin, 100 μg/mL streptomycin, and 0.25 μg/mL of fungizone) (GIBCO) in an incubator at 37°C under an atmosphere of 5% CO_2_. MCF-7 cells were stably transfected with the empty expression vector pCMV6-Neo (empty vector) or containing the complete cDNA of the SPARC gene (pCMV6-SPARC) (Origene, USA). For the transfection assay, 1×10^5^ MCF7 cells were distributed in 6-well plates, and after achieving the necessary confluence (60-70%), they were transfected using the Turbofectin 8.0 reagent (Origene), following the manufacturer's instructions. Clones transfected with the vectors pCMV6-Neo (control) and pCMV6-XL6-SPARC were selected with 3,000 μg/mL of the geneticin antibiotic to establish a lineage with permanent expression of the SPARC gene. Then, the selected clones were maintained in a lower concentration of geneticin (800 μg/mL). After selection, the stable clones were screened for SPARC expression by immunocytochemistry and western blotting. MCF7*pc*Neo and MCF7*pc*SPARC cells were treated with the chemotherapy drug docetaxel (Taxotere; Aventis Pharmaceutics Inc., USA) dissolved in absolute ethanol (0.6 mM stock solution). All experiments were performed in triplicate. The concentration was 100 nM docetaxel, and control cells were treated with the same final amount of absolute ethanol (less than 0.01%) for 24 h.

### cDNA microarray analysis

For microarray assays, total RNA was extracted from control MCF7*pc*Neo and MCF7*pc*SPARC cells treated with 100 nM docetaxel for 24 h, using the guanidine isothiocyanate and phenol-chloroform methodology, previously described by Chomczynski and Sacchi (15). RNA concentration was determined by the NanoDrop ND-1000 spectrophotometer (Thermo Scientific, USA), and the absorbances at 260 and 280 nm were also evaluated, in which the ideal 260/280 ratio was between 1.9 and 2.0. The samples were also evaluated for integrity using RNA Nano Chips on an Agilent 2100 Bioanalyzer device (USA), using samples that presented a RIN>8. After this step, 200 ng of RNA purified by the RNasey Mini Kit (Qiagen, Brazil), according to the manufacturer's instructions, was used to carry out the amplification step. The purified RNAs from the control and treated samples and the RNA used as a reference (Universal Human Reference RNA - Agilent) with the addition of control RNA (Spike-in) were amplified using the Low Input RNA Linear Amplification kit according to the manufacturer's instructions (GE Healthcare Bio-Sciences Corp., USA). Subsequently, the T7 RNA polymerase enzyme was added with the fluorochromes cyanine 5 (Cy-5) as an experimental sample and cyanine 3 (Cy-3) as a reference sample for amplification steps of complementary anti-sense RNAs (cRNA). After this step, the cRNAs were purified using the RNasey Mini Kit (Qiagen), and 825 ng of labeled cRNA was hybridized with Human GE 4X44K V2 slides (Agilent Technologies) for 17 h at 65°C in a hybridization oven for microarrays. Slides were digitized by Agilent Microarrays Scanner, and data quantification and quality control were performed using Agilent Feature Extraction (FE) Software 12.1 (https://www.agilent.com/cs/library/usermanuals/public/GEN-MAN-G4460-90055.pdf). The extracted data was imported into the Agilent Gene Spring 12.5 - GX Analysis Program. The present data were deposited in NCBI's Gene Expression Omnibus (16) and will be available through GEO Series accession number GSE241892.

### Analysis in public databases

We compared the expression profile of MCF7pcSPARC cells *vs* MCF7pcNeo cells after treatment with docetaxel to identify the differentially expressed genes (DEGs) using a cut-off criteria of P<0.05 and |log_2_FC|≥2.0. Among the DEGs, we filtered the DELncRNAs, excluding all coding RNAs and pseudogenes from the list. Analyses in public databases were performed manually for each DELncRNA. The UALCAN platform (http://ualcan.path.uab.edu/), which contains the Cancer Genome Atlas (TCGA) expression data (17) was used to compare the expression profile between normal and tumor tissue and between different subtypes of breast cancer. To select the main DELncRNAs in relation to their impact on patient survival - both overall survival (OS) and recurrence-free survival (RFS) - we used the Kaplan-Meier Plotter platform (http://kmplot.com), which contains a large number of clinical and gene expression data from BC patients (18). Jetset probes were used, and the best cutoff was selected with a survival time of 120 months. We also evaluated the potential of DELncRNAs in predicting response to chemotherapy treatment with taxanes - HER2-directed targeted therapy - indicated for BC patients with tumors presenting amplification or overexpression of HER2, and endocrine therapy, indicated for BC patients with ER and PR positive tumors, using the ROC plotter tool platform (http://www.rocplot.org/) (18). The reference numbers of the selected jetset probes are indicated at the top of each KM Plotter and ROC Plotter charts. The selected DELncRNAs with the most significant prognostic and predictive potential for response to treatment were used in conjunction with SPARC to build networks using the NetworkAnalyst software (https://www.networkanalyst.ca/) (19).

## Results

When comparing the expression profile of MCF-7 cells expressing SPARC (MCF7*pc*SPARC) and MCF-7 cells without SPARC expression (MCF7*pc*Neo) after treatment with docetaxel, we observed a total of 260 DELncRNAs, where 107 were up-regulated and 153 were down-regulated. 

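RNA of MCF-7 cells, an established breast cancer line, was hybridized to Agilent whole-genome arrays. MCF7pcNeo cells carry the empty vector and MCF7pcSPARC cells carry the SPARC cDNA, and each line is 1 transfected population. The deposited data hold 6 arrays, 1 for each line without docetaxel, at 5 nM and at 100 nM of this microtubule-stabilizing drug, all at 24 h. The paper's methods describe the 100 nM dose and control cells, and do not mention the 5 nM arrays. The deposited labels of the 2 arrays at 5 nM give 5 nM in one field and 100 nM in another, and both arrays were taken as 5 nM. One field of the MCF7pcSPARC labels names a vector with another insert, and these arrays were taken as MCF7pcSPARC from the other fields. The MCF-7 sample was labelled with Cy5 and the Universal Human Reference RNA with Cy3 on every array, with no dye swap. The authors quantified the spots in Agilent Feature Extraction, in another version by the scanner files than by the methods, and deposited intensities per spot and a table of log10 ratios of Cy5 to Cy3 per probe. From the median intensities, background was removed by the normexp method with an offset of 50, log2 ratios were normalized by loess within each array, and the spots of a probe were averaged. The offset pulls the differences of dim probes toward 0, so Agilent's own processed ratios are given beside those of the lncRNAs that the paper names, where their signal allows. A gene was represented by its probe with the highest mean intensity. Differences are MCF7pcSPARC minus MCF7pcNeo, so a positive value is higher in MCF7pcSPARC. Of 34127 probes, 25771 matched a RefSeq gene, and 1194 matched 1042 lncRNA genes. The Cy5 signal was well above background for 25264 to 27113 probes per array. The SD between the 10 spots of a probe, over 999 such probes, was 0.0609 to 0.0889 on the log2 scale within an array. With 1 array per condition there is no check against replicates at a single dose and no p-value across genes, and the number of arrays limits the precision. The 3 MCF7pcNeo arrays lie on 1 slide and the 3 MCF7pcSPARC arrays on another, so line and slide cannot be told apart.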

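SPARC, the transfected gene, had a background-subtracted Cy5 signal of 54 in MCF7pcNeo cells without docetaxel, 57 at 5 nM and 52 at 100 nM. In MCF7pcSPARC cells it was 12689, 9403 and 9460 at these doses. The log2 ratio to the reference was higher in MCF7pcSPARC by 5.79 without docetaxel, 5.76 at 5 nM and 5.48 at 100 nM. Of 1040 lncRNA genes, 632 at 100 nM docetaxel had Cy5 well above background on at least 1 of the 2 arrays. Of these, 0 differed by a log2 of at least 2 in either direction, the threshold of the methods. At a log2 difference of at least 1, a fold change of 2 as in Figure S1, 8 were higher and 2 were lower in MCF7pcSPARC. With Agilent's processed ratios, 5 were higher and 11 were lower at the threshold of the methods, and 45 and 52 at a log2 difference of 1, so the larger share of increases is not seen there. Among lncRNAs well above background on both arrays and with a difference of the same sign at all 3 doses, the largest increases at 100 nM were a log2 difference of 1.77 for LINC01116, 1.63 for MORC2-AS1 and 1.41 for BTG2-DT. KTN1-AS1 was higher by 1.22, DSCR8 by 1.20, SERTAD4-AS1 by 1.14, H19 by 1.12 and LOC730101 by 1.12, followed by MIR4435-2HG at 0.95 and MCM3AP-AS1 at 0.89. The largest decreases were log2 differences of -1.25 for SNHG29 and -1.09 for MIR550A3HG. The next were -0.90 for LINC00661, -0.88 for VESTAR, -0.78 for LINC00265 and -0.70 for LINC00865 and LOC100129034, then -0.69 for MIR9-2HG, -0.67 for ALOX12-AS1 and -0.64 for LINC02878. Of the 10 lncRNAs past a log2 difference of 1, 5 passed it in the Cy5 channel alone, where MORC2-AS1 was higher by 0.38, LOC730101 by 0.60 and MIR4435-2HG by 0.32, and SNHG29 differed by -0.61, LINC00661 by -0.40 and ALOX12-AS1 by -0.40. In Agilent's processed ratios LINC00661 differed by -3.67 and would be the largest decrease, and VESTAR differed by -1.64, LINC02878 by -1.26, MIR9-2HG by -1.20, LINC01116 by 2.92 and LOC730101 by 1.86. LINC00661 is dim, and was well above background on 4 of 6 arrays. Its background-subtracted Cy5 signal at 100 nM was 63.5 in MCF7pcNeo and 34.5 in MCF7pcSPARC, so the size of its difference depends on the processing. After this comparison of the lines under docetaxel, the paper states that lncRNAs were observed in both directions, and took them on to searches of patient databases.

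**Figure D1:**
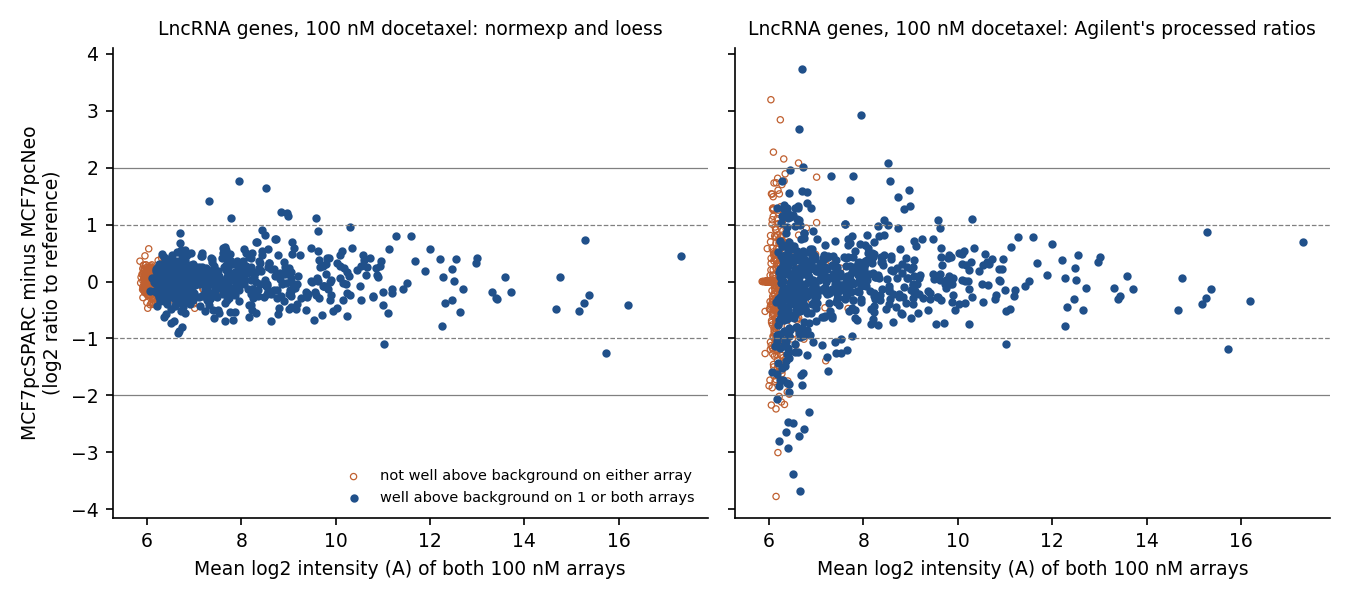
Difference of the log2 ratio to the reference between MCF7pcSPARC and MCF7pcNeo at 100 nM docetaxel (vertical axis) against the mean log2 intensity of both arrays (horizontal axis), each point 1 of 1040 lncRNA genes, with lines at log2 differences of 1 and 2. Open points are the 408 genes not well above background on either array, whose median absolute difference is 0.10 after normexp and loess (left) and 0.35 in Agilent's processed ratios (right).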

All DELncRNAs identified were searched in the UALCAN, KM Plotter, and ROC Plotter platforms. Seventeen DELncRNAs identified as down-regulated and 13 as up-regulated were found in all three platforms. Next, the potential biomarker candidates were selected based on their prognostic value for BC using the KM Plotter platform. In this verification phase, nine DELncRNAs (LOC646762, FLJ13224, CASC2, LOC100130691, MIR155HG, MGC12916, LOC100190986, LOC283856, and KIAA0125) showed good correlation with BC prognosis. 

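The 9 lncRNAs have 13 probes on the array. LOC646762 is MIR550A3HG in the RefSeq annotation, and the LOC646782 of Figure S1 has no probe under that name. MIR550A3HG was well above background on all 6 arrays. Its background-subtracted Cy5 signal at 100 nM docetaxel was 1642 in MCF7pcNeo and 874 in MCF7pcSPARC. This is a log2 difference of -1.09 between the lines at 100 nM (-1.10 in Agilent's processed ratios), -1.17 at 5 nM and -0.76 without docetaxel. Over the 3 doses MIR550A3HG was lower in MCF7pcSPARC by a log2 fold change of -1.01 (standard error 0.12, Benjamini-Hochberg adjusted p = 0.00134 from limma, lower at 3 of 3 doses). CASC2 has 3 probes, with Cy5 well above background on all 6 arrays, and their log2 differences at 100 nM were 0.35, 0.0182 and -0.0798 (0.50, 0.12 and -1.03 in Agilent's processed ratios). Its brightest probe did not pass the test over the 3 doses (log2 fold change 0.27, standard error 0.10, Benjamini-Hochberg adjusted p = 0.105 from limma, higher at 3 of 3 doses), and passed in the Cy5 channel alone (0.28, adjusted p = 0.0216). FLJ13224 has a pair of probes, both well above background on all 6 arrays. The brighter one differed by -0.0155 at 100 nM and the other by 0.0969, against 0.53 and 1.02 in Agilent's processed ratios. The brighter FLJ13224 probe did not pass the test by line either (log2 fold change 0.0450, standard error 0.11, Benjamini-Hochberg adjusted p = 0.814 from limma). LOC100130691 and MGC12916 were not well above background on any of the 6 arrays. LOC100130691 at 100 nM docetaxel had a background-subtracted Cy5 signal of 4.5 in MCF7pcNeo and 4.0 in MCF7pcSPARC, and MGC12916 had 9.5 and 7.5. The median local background of Cy5 was 19 to 20 per array.

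**Figure D2:**
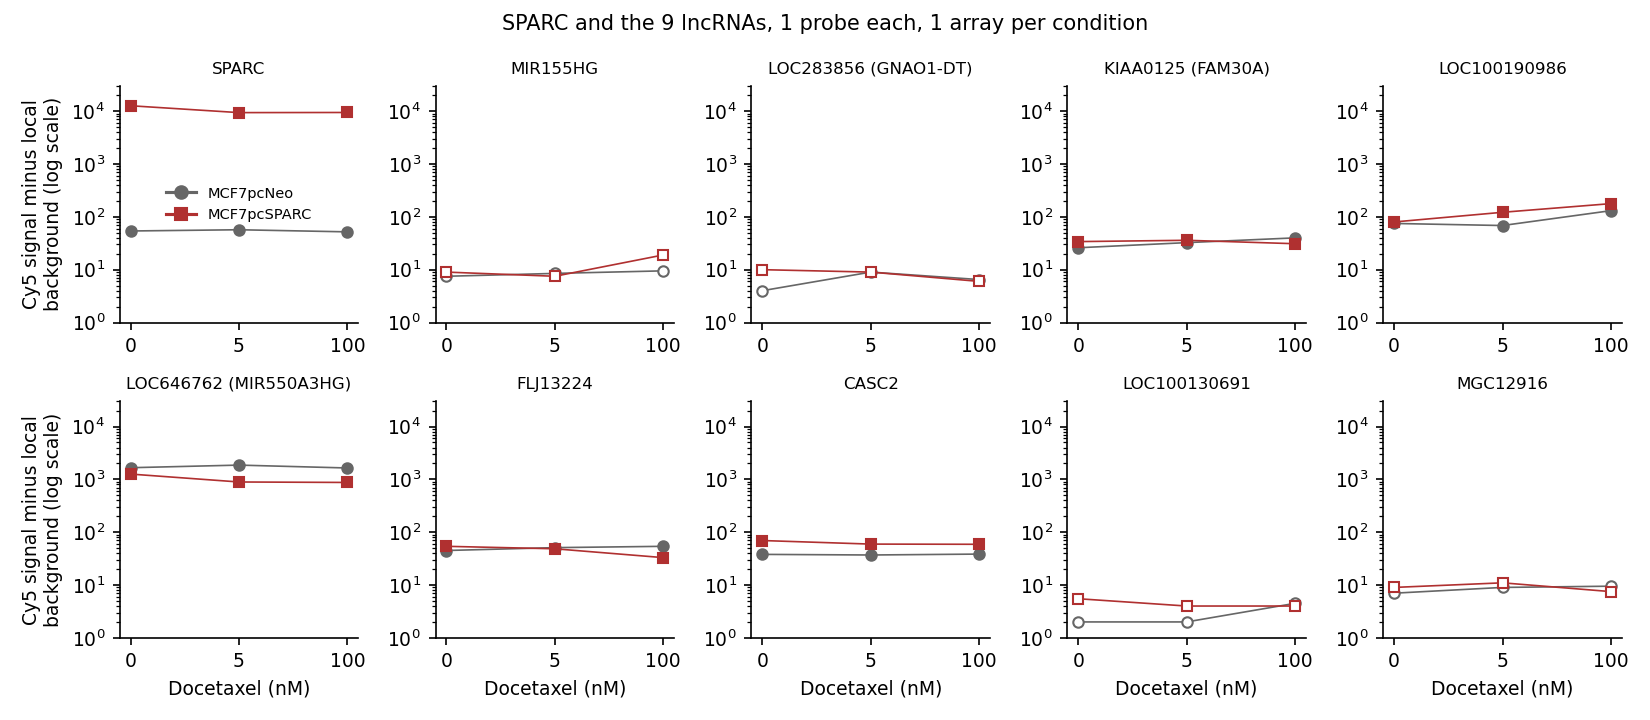
Background-subtracted Cy5 signal (log axis) of SPARC and of the 9 lncRNAs against the docetaxel dose in nM, for MCF7pcNeo (grey circles) and MCF7pcSPARC (red squares), 1 probe per gene and 1 array per point. Filled points are well above background, and for 4 of the 9 lncRNAs every point is open, at signals of 2.0 to 19.0.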

The study workflow chart is shown in Supplementary Figure S1. Finally, the following DELncRNAs were selected as having high potential to be candidate biomarkers for BC: MIR155HG, LOC283856, and KIAA0125.

The expression profile of the nine selected DELncRNAs was evaluated in the TCGA database using the UALCAN platform. In the comparison between normal tissue and BC, only the lncRNA MIR155HG showed upregulation in breast tumors in relation to the normal tissue (Figure 1A). The other 8 DELncRNAs - lncRNAs KIAA0125 (Figure 2A), LOC283856 (Figure 3A), LOC100190986 (Figure 4A), LOC646762, CASC2, FLJ13224, LOC100130691, MGC12916 (Supplementary Figure S2) - were downregulated in BC compared to the normal tissue. When comparing the different BC subtypes, MIR155HG (Figure 1B) and KIAA0125 (Figure 2B) transcripts were more expressed in the TN BC subtype, while the LOC283856 transcripts were less expressed in TN BC (Figure 3B), and LOC100190986 (Figure 4B) was more expressed in the luminal subtype. The expression profiles of LOC646762, FLJ13224, CASC2, LOC100130691, and MGC12916 in the different BC subtypes are shown in Supplementary Figure S3.

**Figure 1:**
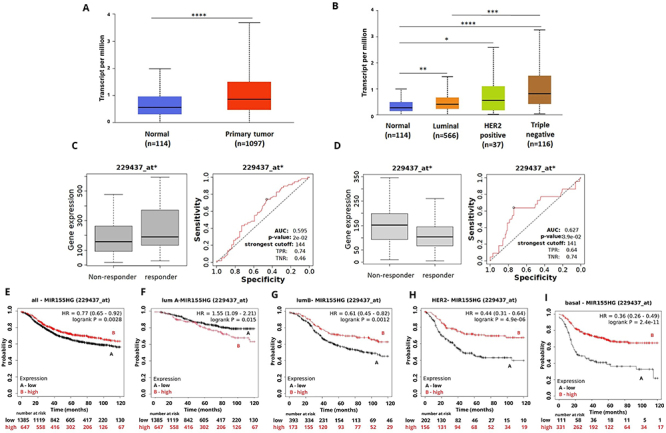
MIR155HG expression and its association with treatment response and survival of breast cancer (BC) patients. **A**, MIR155HG expression in BC samples compared to normal breast tissue. **B**, MIR155HG expression pattern among the BC intrinsic subtypes. **C**, MIR155HG expression for pathological complete response (PCR) groups in the responder and non-responder BC patients under any anti-HER2 therapy. **D**, MIR155HG lncRNA expression for relapse-free survival (RFS) groups in the responder and non-responder BC patients under any endocrine therapy. **E**-**I**, Kaplan-Meier curves for RFS of BC patients for (**E**) all subtypes or each intrinsic subtype: (**F**) luminal A, (**G**) luminal B, (**H**) HER2, and (**I**) basal grouped as high or low expression of MIR155HG using the best cut-off value and the JetSet best probe set (229437_at). Data are reported as medians and interquartile range. *P<0.05; **P<0.001; ***P<0.0001; ****P<0.00001 (Mann-Whitney test).

**Figure 2:**
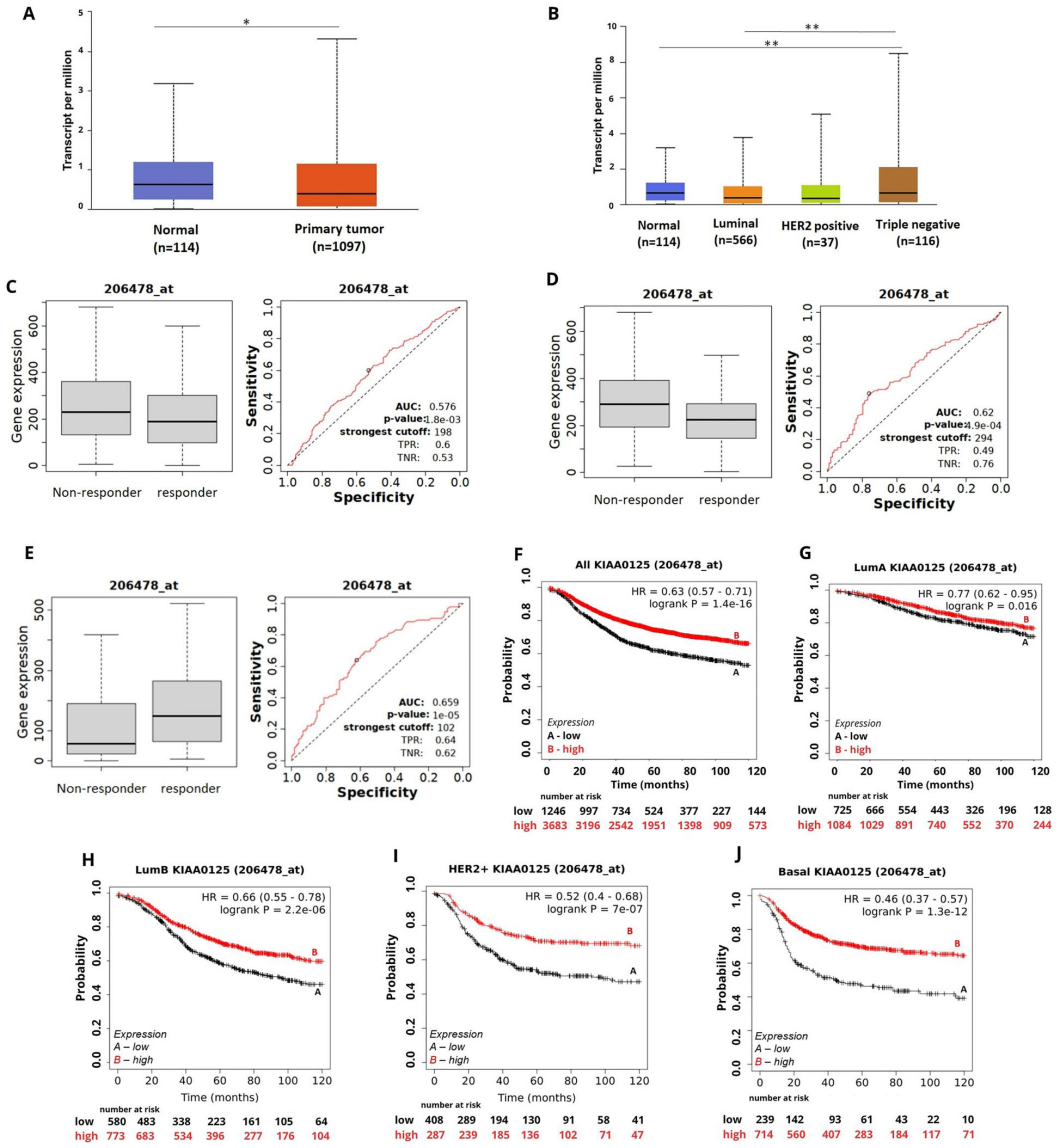
KIAA0125 expression and its association with treatment response and survival of breast cancer (BC) patients. **A**, KIAA0125 expression in BC samples compared to normal breast tissue. **B**, KIAA0125 expression pattern among BC intrinsic subtypes. **C**, KIAA0125 expression for recurrence-free survival (RFS) groups in the responder and non-responder BC patients under any chemotherapy. **D**, KIAA0125 expression for RFS groups in the responder and non-responder BC patients under taxanes treatment. **E**, KIAA0125 expression for RPC groups in the responder and non-responder BC patients under anti-HER2 therapy. **F**-**J**, Kaplan-Meier curves for relapse-free survival (RFS) of BC patients for (**F**) all subtypes or for each intrinsic subtype as (**G**) luminal A, (**H**) luminal B, (**I**) HER2, and (**J**) basal grouped as high or low expression of KIAA0125 using the best cut-off value and the JetSet best probe set (206478_at). Data are reported as medians and interquartile range. *P<0.05; **P<0.001 (Mann-Whitney test).

**Figure 3:**
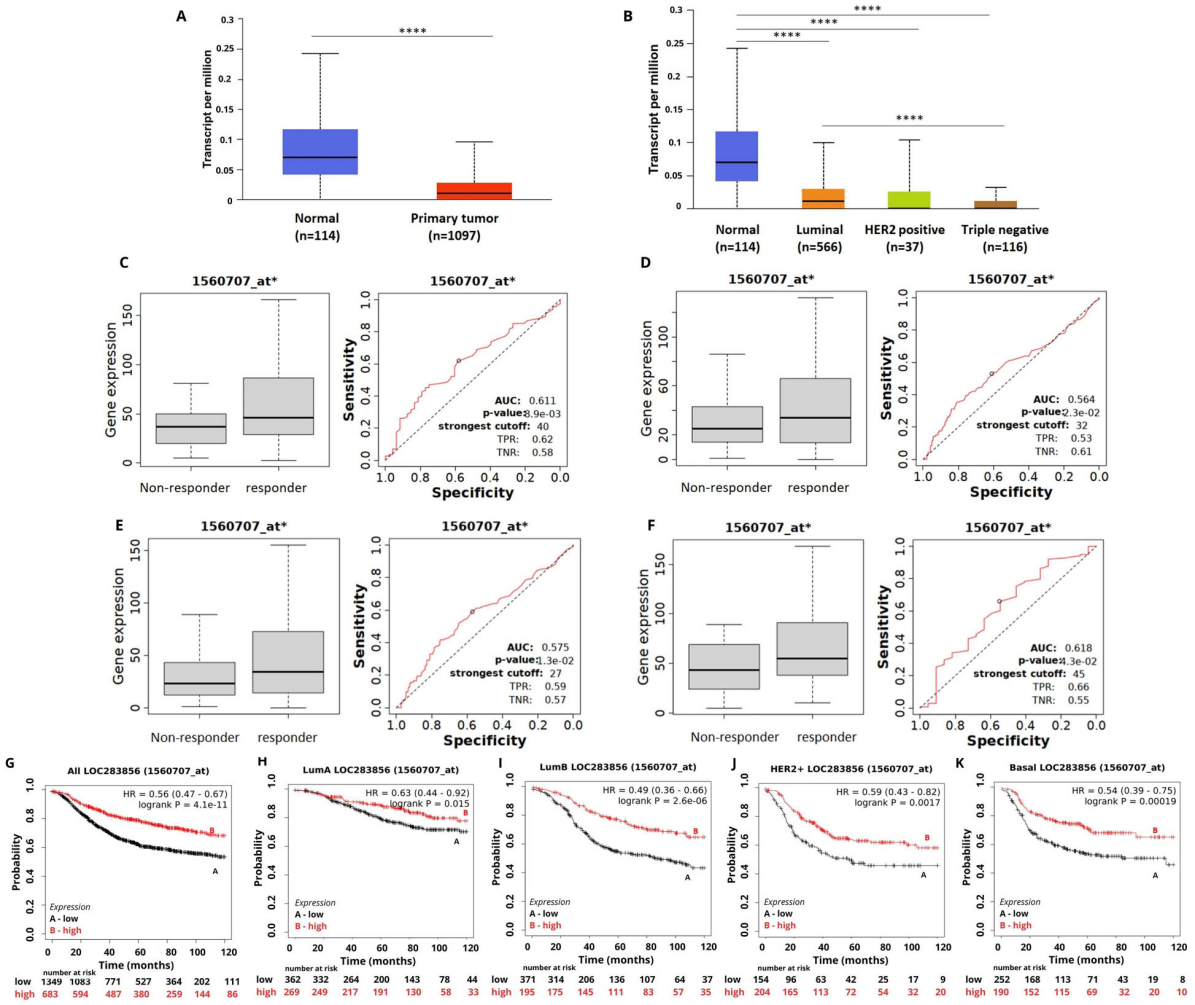
LOC283856 expression and its association with treatment response and survival of breast cancer (BC) patients. **A**, LOC283856 expression in BC samples compared to normal breast tissue. **B**, LOC283856 expression among different BC intrinsic subtypes. **C**, LOC283856 expression for recurrence-free survival (RFS) groups in the responder and non-responder BC patients under any chemotherapy. **D**, LOC283856 expression for RPC groups in the responder and non-responder BC patients treated with any chemotherapy. **E**, LOC283856 expression for RPC groups in the responder and non-responder BC patients under taxane treatment. **F**, LOC283856 expression for RFS groups in the responder and non-responder BC patients under any endocrine therapy. **G**-**K**, Kaplan-Meier curves for relapse-free survival of BC patients for (**G**) all subtypes or for each intrinsic subtype: (**H**) luminal A, (**I**) luminal B, (**J**) HER2, and (**K**) basal grouped as high or low expression of LOC283856 using the best cut-off value and the JetSet best probe set (1560707_at). Data are reported as medians and interquartile range. ****P<0.0001 (Mann-Whitney test).

**Figure 4:**
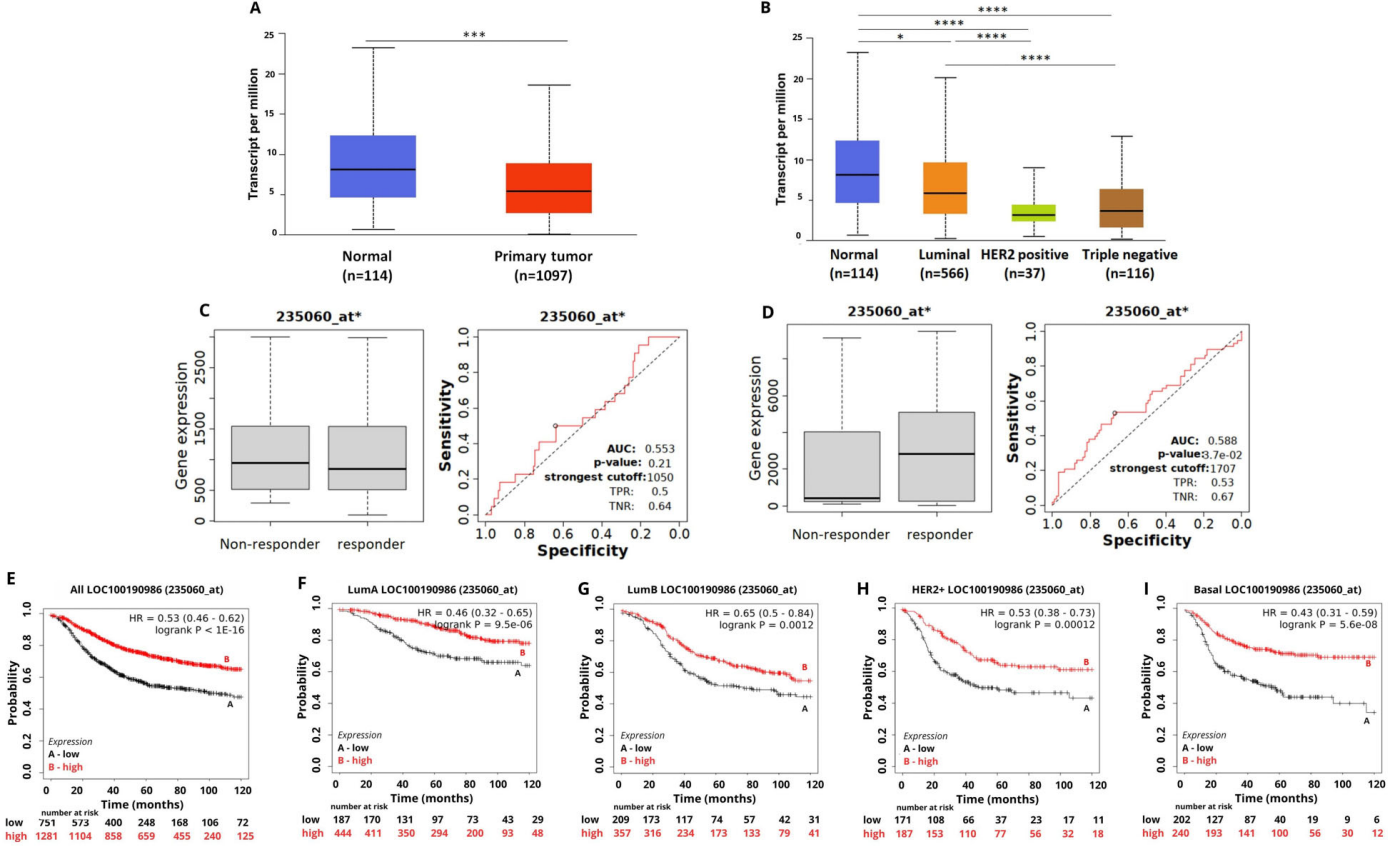
LOC100190986 expression in breast cancer (BC) and association with treatment response and patient survival. **A**, LOC100190986 expression in BC samples compared to normal breast tissue. **B**, LOC100190986 expression pattern among different BC intrinsic subtypes. **C**, LOC100190986 expression for relapse-free survival (RFS) groups in the responder and non-responder BC patients under any endocrine therapy. **D**, LOC100190986 expression for pathological complete response (PCR) groups in the responder and non-responder BC patients under any anti-HER2 therapy. **E**-**I**, Kaplan-Meier curves for RFS of BC patients for (**E**) all subtypes or for each intrinsic subtype: (**F**) luminal A, (**G**) luminal B, (**H**) HER2, and (**I**) basal grouped as high or low expression of LOC100190986 using the best cut-off value and the JetSet best probe set (235060_at). Data are reported as medians and interquartile range. *P<0.05; ***P<0.001 (Mann-Whitney test).

**Figure 5:**
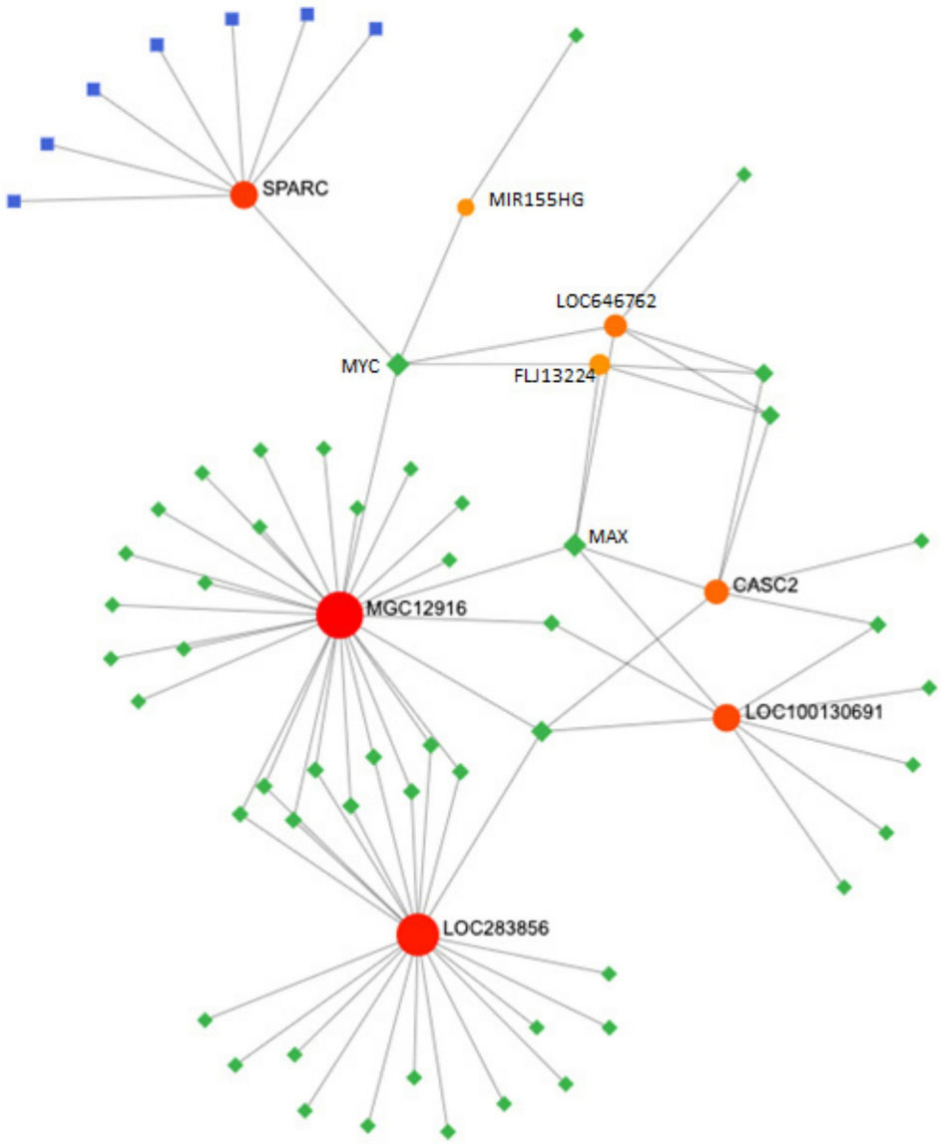
Transcription factor (TF)-miRNA coregulatory network - a global network of TF and lncRNA. TFs are colored in green, the lncRNa are colored in orange, and the mRNA are colored in blue and red (https://www.networkanalyst.ca/NetworkAnalyst/Secure/vis/NetworkView.xhtml).

The potential prognostic value of the selected DELncRNAs was evaluated on the KM Plotter platform. We generated simple Kaplan-Meier estimates without adjusting for confounders. Downregulation of MIR155HG was correlated with reduced rates of RFS in BC patients independent of the molecular subtype (Figure 1E).

Reduced expression of MIR155HG was correlated with shorter RFS and OS in patients with luminal B subtype (P<0.01, Figure 1G), HER2-positive (P<0.0001, Figure 1H), and TN BC (P<0.0001, Figure 1I) tumors, while high expression of MIR155HG was correlated with shorter survival in patients with luminal A subtype tumors (RFS, P=0.015, Figure 1F; OS, P=0.025, Supplementary Figure S4.

Reduced expression of KIAA0125 stratified patients with poor RFS (Figure 2F-J) and OS (Supplementary Figure S5) for patients with the different BC subtypes, except for OS of patients with the luminal A subtype.

LOC283856 downregulation was correlated with poor RFS in patients with all BC subtypes (Figure 3G-K) and short OS for patients with the luminal B BC subtype (Supplementary Figure S6). On the other hand, overexpression of LOC283856 was correlated with short OS for patients with TNBC (Supplementary Figure S6, P=0.028).

Reduced expression of DELncRNA LOC100190986 was correlated with shorter RFS in BC patients independent of the molecular subtype (Figure 4E-I). No statistically significant correlations were observed between the expression of LOC100190986 and OS (Supplementary Figure S7).

The survival curves obtained by the KM Plotter platform for the DELncRNAS LOC646762, FLJ13224, CASC2, MGC12916, and LOC100130691 are shown in Supplementary Figures S8-S12.

We further investigated the potential predictive value of the selected DELncRNAs through the ROC plotter database. Although the AUC values did not clearly discriminate the population, the expression of MIR155HG affected the response to anti-HER2 therapy and endocrine therapy (Figure 1C and D). The expression level of MIR155HG in responders to anti-HER2 therapy was higher than in non-responders (AUC 0.595; P<0.05). However, low expression levels of MIR155HG were found in BC patients who responded to any endocrine therapy (AUC 0.627, P<0.05).

BC patients that responded to any chemotherapy (AUC 0.576, P<0.05) or taxanes (AUC 0.62, P<0.05) showed low levels of KIAA0125 expression and responders to any hormone therapy showed high levels of this DELncRNA (Figure 2C-E).

High expression of LOC283856 predicted the effect of any chemotherapy (AUC 0.611, P<0.05), taxane treatment (AUC 0.575, P<0.05), and hormone therapy (AUC 0.618, P<0.05) (Figure 3C-F).

A high expression level of LOC100190986 predicted a positive response in BC patients to any chemotherapy (AUC 0.63, P<0.05), taxane treatment (AUC 0.601, P<0.05), and anti-HER2 therapy (AUC 0.588, P<0.05) (Figure 4C and D). The above results suggest that the selected DELncRNAs may predict treatment response of BC.

Finally, we searched the selected DELs in the RNAInter (http://www.rnainter.org/) platform and found that the majority were associated with transcription factors (TF). This observation led us to construct a TF-miRNA coregulatory network using the Network Analyst software to gain insight into the potential biological relevance of the selected DELncRNAs. To build the network, we inputted 9 DELncRNAs (LOC646782, FLJ13224, CASC2, LOC100130691, MIR155HG, MGC12916, LOC100190986, LOC283856, and KIAA0125) and SPARC. This analysis revealed the interaction of some differentially expressed lncRNA and SPARC with MYC and MAX proteins (Figure 5). It also revealed seven miRNAs to be key regulators of SPARC (hsa-mir-203, hsa-mir-495, hsa-mir-192, hsa-mir-204, hsa-mir-29a, hsa-mir-29b, and hsa-mir-29c).

## Discussion

A growing number of studies have revealed that lncRNAs are involved in the tumorigenic process (20). In BC, several reports identified abnormal expression of different lncRNAs as potential biomarkers of prognosis and treatment response (3). In this study, we used cDNA microarray profiling comparing MCF-7 cells overexpressing SPARC and MCF-7 cells without SPARC expression after docetaxel treatment, followed by *in silico* analysis to identify DELncRNA as candidates for BC prognosis and treatment response.

Overall, we identified 107 upregulated and 153 downregulated DELncRNAs comparing MCF7 cells with different expressions of SPARC after docetaxel treatment. 

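Genes of all kinds were compared in the same way. In all, 21788 genes at 100 nM docetaxel had Cy5 well above background on at least 1 of the 2 arrays. A log2 difference of at least 2 was found for 36 genes higher and 30 genes lower in MCF7pcSPARC, and one of at least 1 for 345 higher and 338 lower. In the Cy5 channel alone, 326 of these 683 genes passed a log2 difference of 1. With Agilent's processed ratios, 189 genes were higher and 225 were lower by a log2 of at least 2. Among genes well above background on both arrays and with a difference of the same sign at all 3 doses, the largest increase after SPARC was a log2 difference of 5.38 for SPANXA1. It was followed by UGT1A6 (3.69), THBD (3.42), ACTG2 (3.27), ANXA1 (2.88), CEACAM6 (2.70), CPNE4 (2.69), FGF13 (2.62), GASK1B (2.54), CRISP2 (2.50) and 1 gene without a symbol in RefSeq (3.90). The largest decreases were of -4.10 for 1 transcript without a symbol and -3.34 for DACH1. RAMP1 (-3.01), ADRA2A (-2.88), AGR3 (-2.82), ADCY1 (-2.77), ELOVL2 (-2.73), IFI44 (-2.72), RAMP3 (-2.68), PPP3R1 (-2.62), CALB2 (-2.62) and INHA (-2.58) came next. The order differs with Agilent's processed ratios. There CRISP2 was higher by 4.99, CEACAM6 and CPNE4 by 4.43 and FGF13 by 3.84, against 3.68 for THBD and 3.40 for ACTG2. AGR3 differed by -4.35 and ADRA2A by -4.27, against -3.86 for DACH1. PPP3R1 differed by -0.21 in the Cy5 channel alone, where its reference signal was higher by 2.32. Over the 3 doses, limma with dose as a block and 2 residual degrees of freedom found 1928 genes higher and 2129 lower in MCF7pcSPARC among 21834 tested, at a Benjamini-Hochberg adjusted p under 0.05. At least a 2-fold difference was seen for 209 of the former and 225 of the latter. Of 631 lncRNA genes tested, 42 were higher and 34 were lower (50 in all when adjusted over the list alone), and 4 and 2 of them differed by at least 2-fold. Both counts depend on the processing. With median centring, 1829 genes were higher and 909 lower, and 34 and 11 lncRNAs. The totals were 1527 genes and 36 lncRNAs with Agilent's processed ratios, 7188 and 197 in the Cy5 channel alone, and 426 and 6 with local backgrounds as scanned. They were 1213 genes and 18 lncRNAs without either of the 100 nM arrays, and 7529 and 155 without either of the untreated arrays. LINC01116 was higher by a log2 fold change of 1.53 (standard error 0.12, adjusted p = 0.000185 from limma with the Benjamini-Hochberg adjustment) and H19 by 1.26 (standard error 0.11, adjusted p = 0.000355 from the same limma fit), both at 3 of 3 doses. SPANXA1 was higher by 5.45 (standard error 0.10, adjusted p = 1.84e-07 from the same limma fit), UGT1A6 by 3.35, THBD by 3.26, ACTG2 by 2.89, ANXA1 by 2.66 and FGF13 by 2.49. Of the 3 MCF7pcNeo arrays, AXDND1 was well above background on 0 and UGT1A8 on 1, so both are given as higher without a fold. Of those lower, the log2 fold change was -3.47 for DACH1, -3.10 for CALB2, -3.08 for RAMP1, -3.06 for IFI44, -2.98 for AGR3, -2.68 for ELOVL2, -2.67 for FOXI1 and RAMP3, and -2.64 for ADRA2A. Each of these had the same sign at 3 of 3 doses.

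Gene lists were compared with 10000 random lists of the same size and mean expression. At 100 nM docetaxel, 6 of 22 lists had a median difference outside the central 95% of the random lists. The random lists hold unrelated genes, while the genes of a list can move together between 2 arrays. A list can therefore fall outside more easily than a random one. The percentiles were not adjusted over the 22 lists and are not p-values. The median of 26 genes of mitosis and G2/M was 0.48 higher in MCF7pcSPARC (percentile 100), with MKI67 at 1.07, KIF20A at 1.03, TPX2 at 1.03 and NEK2 at 1.01. The median of 23 estrogen response genes was -0.64 (percentile 0), with PGR at -2.51, RAB31 at -2.45, MYB at -1.82 and BCL2 at -1.62. The median of 20 genes of DNA replication and S phase was -0.37 (percentile 0.04) at 100 nM, against 0.23 without docetaxel, with MCM4 at -1.38, MCM6 at -1.05, UHRF1 at -0.88 and CCNE2 at -0.87. Luminal epithelial markers had a median of -0.33 (percentile 0.44), which was -0.11 in the Cy5 channel alone (percentile 19.2), and cholesterol synthesis genes -0.30 (percentile 0.795), which was at percentile 47.4 there. Basal and myoepithelial markers had a median of 0.39 (percentile 99.6). Over the 3 doses, camera called 6 of 22 lists by line at a Benjamini-Hochberg adjusted p under 0.05, with the preset correlation of 0.01. Mitosis and G2/M genes were higher (median log2 fold change 0.45, adjusted p = 6.7e-09, and 0.445 with an estimated correlation), with 14 genes past the limma threshold over all genes and 19 when adjusted over the list alone. Estrogen response genes were lower (median log2 fold change -0.54, adjusted p = 5.98e-09, and 0.863 with an estimated correlation), with 14 genes lower and 1 higher, or 17 lower and 1 higher when adjusted over the list alone. Interferon response genes were lower (median log2 fold change -0.27, adjusted p = 0.00463, and 0.937 with an estimated correlation), with 7 of 22 lower over all genes and also when adjusted over the list alone. The other called lists were luminal markers (median -0.31, adjusted p = 0.0161, and 0.252 in the Cy5 channel alone), tubulins and their associated proteins (median 0.23, adjusted p = 0.0251, and 0.207 in the Cy5 channel alone) and basal markers (median 0.26, adjusted p = 0.0251), none of which passed with an estimated correlation. Of all 21 camera calls made over 5 contrasts, 0 hold with an estimated correlation, where the smallest adjusted p was 0.0578. With an estimated correlation camera uses the 2 residual degrees of freedom of the fit, which it does not with the preset one. Few lists could pass there, so a lost call does not by itself show that correlation between genes undoes it. For mitosis and G2/M by line the estimated correlation was -0.0187, below the preset 0.01, yet the unadjusted camera p went from 6.09e-10 to 0.0202. The other called lists lay above the preset value, at 0.151 for estrogen response, 0.337 for interferon response and 0.0920 for luminal markers. Tubulins were at 0.344 and basal markers at 0.737. For these lists the p-values at the preset correlation may be too small.

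**Figure D3:**
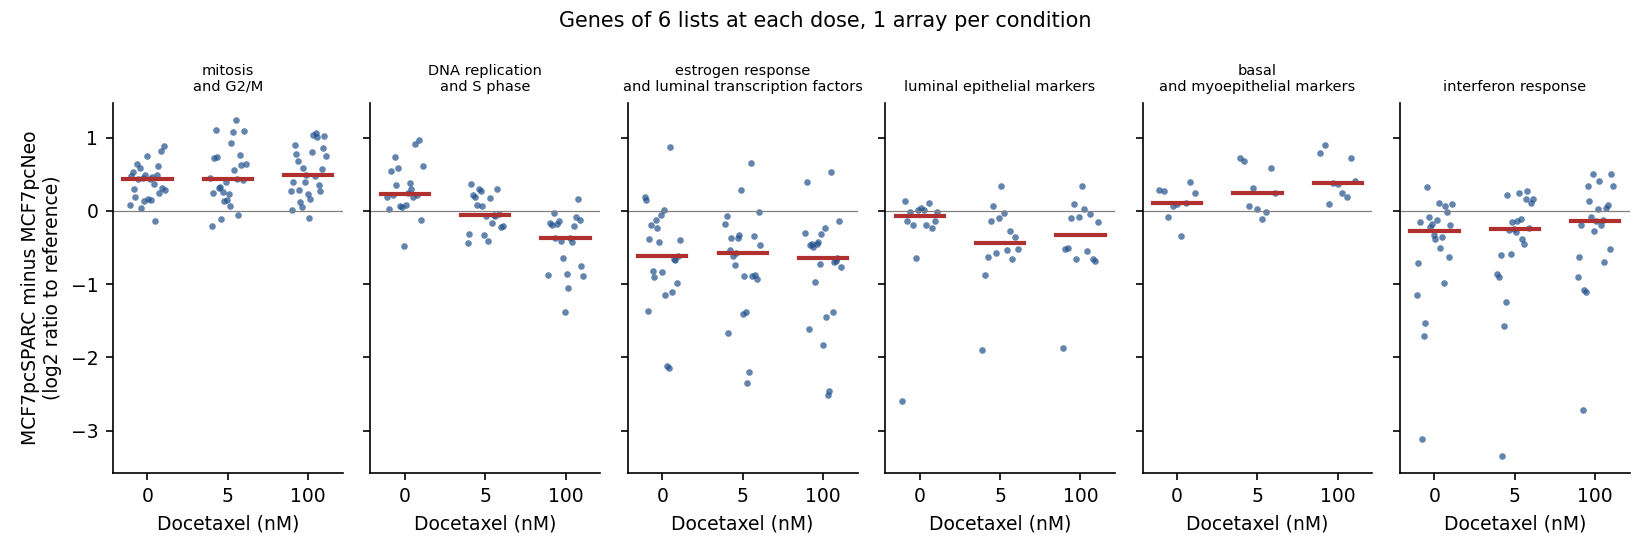
Difference of the log2 ratio to the reference between MCF7pcSPARC and MCF7pcNeo (vertical axis) for the genes of 6 lists without docetaxel and at 5 and 100 nM (horizontal axis), each point 1 gene from 1 array per condition, with the median as a red bar. The bar of the DNA replication genes is at 0.23, -0.0528 and -0.37 at the 3 doses, and that of the mitosis genes is at 0.44, 0.43 and 0.48.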

Subsequently, we accessed the potential prognostic value of the DELncRNAs using the KM Plotter platform. The results identified 9 DELncRNAs with prognostic value, being LOC646762, FLJ13224, CASC2, LOC100130691, MGC12916, LOC100190986, LOC283856, and KIAA0125 downregulated and MIR155HG upregulated in the BC tissues compared with normal tissues in the TCGA dataset. Of these, MIR155HG, LOC283856, LOC100190986, and KIAA0125 were significantly associated with RFS and/or OS rates of BC patients, suggesting they could be useful prognostic factors to predict BC patients’ survival. Moreover, *in silico* analysis showed that these DELncRNAs predicted the response of BC patients to different treatment protocols.

MIR155HG (miR155 host gene) is located on chromosome 21, contains three exons, and was first identified in avian leukosis virus-induced lymphomas (21). 

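In the RefSeq annotation the microRNA gene MIR155 overlaps MIR155HG, and the nearest protein-coding genes on either side are NCAM2 and MRPL39. MIR155HG has 1 probe on the array. The probe was not well above background on any of the 6 arrays. Its background-subtracted Cy5 signal in MCF7pcNeo was 7.5 without docetaxel, 8.5 at 5 nM and 9.5 at 100 nM. In MCF7pcSPARC it was 9.0, 7.5 and 19.0 at the same doses, against a median local background of 20 on these arrays. No fold change is given for MIR155HG, since it is dim in both lines.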

The lncRNA MIR155HG is expressed in different tissues and is involved in various physiological and pathological processes (22). Altered expression of MIR155HG has been reported in different types of cancer, including glioblastoma, gastric, ovarian, renal, pancreatic and colorectal cancer, and BC (7,23-[Bibr B24] [Bibr B25] 26). To date, few studies have evaluated the role of MIR155HG in BC. Our findings are in accordance with a large and comprehensive transcriptomic analysis using microarray libraries from gynecologic tumors, which also found upregulated MIR155HG in BC cells compared to normal breast tissue (27). On the other hand, Ghafouri-Fard et al. (28) evaluated the expression of the lncRNAs ITGB2-AS1, HCP5, and MIR155HG in 82 BC tissues and their adjacent non-cancerous tissues and found no significant differences in the expression of MIR155HG between tumor and non-tumor breast tissues. These conflicting findings might reflect differences in the sample studied by Ghafouri-Fard et al. (28), which were from a single center in Iran, and the validation sample used in our study, which was from TCGA, a multicenter study with a large number of samples. There are no reports evaluating the prognostic or predictive value of MIR155HG expression in BC. Here, we found that MIR155HG downregulation was associated with both RFS and OS of luminal B, Her2-positive, and TN BC patients.

The prognostic and predictive value of MIR155HG has been reported for different types of cancer. In clear cell renal cell carcinoma, MIR155HG's high expression was found to correlate significantly with the OS of the patients (7). MIR155HG overexpression was also found to be associated with poor prognosis in patients with pancreatic cancer (19) and ovarian cancer (29). Furthermore, Peng et al. (30) reported an association between high expression of MIR155HG and better OS in cholangiocarcinoma, lung adenocarcinoma, and melanoma, and a high level of MIR155HG was associated with poorer OS in glioblastoma multiforme, kidney renal clear cell carcinoma, brain lower grade glioma, and uveal melanoma.

Experimental studies in different types of cancer have started to reveal some of the functional roles of MIR155HG in tumorigenesis. In cervical cancer, both *in vivo* and *in vitro*, MIR155HG knockdown inhibits malignant progression by inhibiting proliferation and inducing apoptosis in SiHa and Hela cells and inhibits tumor growth in xenograft, effects that were recovered by SRSF1 overexpression (31). In gastric cancer, MIR155HG overexpression increases the malignant phenotype through cell proliferation, colony-forming ability, cell migration ability, and tumor growth in nude mice (32). These authors also demonstrated that inhibition of NF-κB and STAT3 signaling pathways decreases the effects of MIR155HG overexpression in gastric cancer cells (32). MIR155HG knockdown inhibits proliferation, induces G1/S-phase cell cycle arrest, and increases apoptosis in glioblastoma cells (33). Moreover, MIR155HG overexpression can sponge miR-185 and upregulate ANXA2 expression, which increases the level of MIR155HG expression through STAT3 phosphorylation (34). Furthermore, the knockdown of MIR155HG or ANXA2 suppressed M2 macrophage polarization, proliferation, migration, and invasion in colorectal cancer (CRC) cells and inhibited M2 macrophage polarization and CRC progression in nude mice (26).

Using the ROC Plotter platform, we assessed the potential of MIR155HG expression in chemosensitivity in BC. High expression of MIR155HG was associated with response to anti-HER2 therapy, while low levels of this lncRNA were associated with response to endocrine therapy. There are no data on the role of MIR155HG in drug sensitivity in BC. However, Zhou et al. (26) showed that the knockdown of MIR155HG or ANXA2 increased the oxaliplatin resistance of CRC. In glioma, MIR155HG knockdown leads to increased sensitivity to temozolomide (TMZ) by inhibiting Wnt/β-catenin pathway activation (35). MIR155HG overexpression activates STAT3 and NF-κB signaling pathways, reduces apoptosis, and promotes cisplatin and 5-FU resistance in gastric cancer cells (32). Our findings provide, for the first time, insights into the potential prognostic and predictive value of MIR155HG in BC, which provides the basis for further clinical and functional studies.

In this study, we identified for the first time two new lncRNAs - LOC283856 (GNAO1-DT) and LOC100190986 - not yet associated with cancer. 

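GNAO1-DT is named as the divergent transcript of GNAO1, which is its neighbour on one side in the RefSeq annotation. It has 1 probe, which was not well above background on any of the 6 arrays. Its background-subtracted Cy5 signal was 4.0 without docetaxel, 9.0 at 5 nM and 6.5 at 100 nM in MCF7pcNeo, and 10.0, 9.0 and 6.0 in MCF7pcSPARC, so no fold change is given for GNAO1-DT. LOC100190986 lies next to NPIPB3, and METTL9 is the nearest protein-coding gene on the other side. LOC100190986 has 1 probe, which was well above background on all 6 arrays. Its background-subtracted Cy5 signal was 75.0 without docetaxel, 68.5 at 5 nM and 131 at 100 nM in MCF7pcNeo, and 80.0, 122 and 178 in MCF7pcSPARC. The log2 difference between the lines was -0.63 without docetaxel, 1.05 at 5 nM and 0.90 at 100 nM (1.07 in Agilent's processed ratios, and 0.35 in the Cy5 channel alone). LOC100190986 did not pass the test by line over the 3 doses (log2 fold change 0.44, standard error 0.28, Benjamini-Hochberg adjusted p = 0.323 from limma, higher at 2 of 3 doses). Its log2 fold change was 0.97 over the 4 docetaxel-treated arrays alone. At 100 nM its reference signal was lower on the MCF7pcSPARC array by a log2 difference of -0.52, which raises the ratio there. Its docetaxel response, with 5 and 100 nM as treated, did not differ past the threshold between the lines (log2 difference 1.60, standard error 0.32, adjusted p = 0.0569 from limma with the Benjamini-Hochberg adjustment), and the difference for LOC100190986 was 0.59 in the Cy5 channel alone. No single treated array accounts for this difference. For LOC100190986 it was 1.34 without the MCF7pcNeo array at 5 nM and 1.87 without that at 100 nM. It was 1.79 without the MCF7pcSPARC array at 5 nM and 1.41 without that at 100 nM, and 2.50 with local backgrounds as scanned. The call of the test changed in each of these fits, so whether LOC100190986 passes the threshold is not stable.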

Reduced expression of both LOC283856 and LOC100190986 was associated with RFS for patients with BC of all intrinsic subtypes. Furthermore, BC patients with high expression of LOC283856 were responsive to treatments with any chemotherapy, taxanes, and endocrine therapy. We also found that BC patients with tumors with high levels of LOC100190986 expression were responsive to any chemotherapy, endocrine, or anti-HER2 therapies. There are a few studies associating these lncRNAs with prognosis. In ovarian cancer, LOC100190986 was found to be upregulated and associated with poor prognosis in combination with five other lncRNAs. The functional characterization of these lncRNAs remains a critical challenge to the understanding of their role in BC and their potential as biomarkers.

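KIAA0125, listed as FAM30A in the RefSeq annotation, overlaps the immunoglobulin heavy chain locus (IGH). It has a pair of probes on the array. The brighter probe was well above background on all 6 arrays. Its background-subtracted Cy5 signal was 26.0 without docetaxel, 32.5 at 5 nM and 40.0 at 100 nM in MCF7pcNeo, and 34.0, 36.0 and 31.0 in MCF7pcSPARC. The log2 difference between MCF7pcSPARC and MCF7pcNeo at 100 nM was -0.11, and 0.61 in Agilent's processed ratios, so its direction depends on the processing as a whole. Over the 3 doses FAM30A did not pass the test by line (log2 fold change -0.0849, standard error 0.10, Benjamini-Hochberg adjusted p = 0.604 from limma). The other probe was well above background on 2 of 6 arrays, both of MCF7pcNeo and neither at 100 nM. Its background-subtracted Cy5 signal at 100 nM was 9.0 in MCF7pcNeo and 8.0 in MCF7pcSPARC.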

The lncRNA KIAA0125 (also known as FAM30A; family with sequence similarity 30 member A) is located on chromosome 14q32.33, contains six exons, and is expressed in different human tissues. In the TCGA dataset, we found that the expression of the KIAA0125 gene was significantly downregulated in breast tumors compared to normal tissue samples. Here, to elucidate the potential prognostic value of KIAA0125, we evaluated the effects of this lncRNA expression on survival using the KM Plotter platform. We found that KIAA0125 downregulation was associated with reduced RFS rates for BC patients with tumors of the different intrinsic subtypes and short OS for patients with luminal B, HER2-positive, and TNBC tumors. We found no reports in the literature evaluating the expression pattern or prognostic value of KIAA0125 in BC. Altered expression of KIAA0125 has been reported in other tumors. However, its biological functions and role in tumorigenesis remain unclear. KIAA0125 overexpression has been demonstrated in acute myeloid leukemia (AML) and myelodysplastic syndromes (MDS) (33- [Bibr B34] -35), and is already part of a stemness score composed by 17 genes, which could be useful to predict outcomes in AML patients (36). In MDS patients, KIAA0125 overexpression is associated with poor prognosis and correlated with HOX family gene upregulation (33). AML patients with high expression of KIAA0125 had poor prognosis and were more refractory to chemotherapy treatment (37). In AML patients, the KIAA0125 expression level was also associated with RUNX1 mutation and protein fusion (37). Although further studies are needed, KIAA0125 appears to act as an oncogene in both MDS and AML. On the other hand, our present findings in BC and those of the study by Yang et al. (38) in patients with colorectal cancer, showed that low expression of KIAA0125 was associated with a worse prognosis, and its overexpression in HCT116 and SW480 colon cancer cells inhibits proliferation, migration, and invasion, suggesting a tumor suppressor role for KIAA0125.

Furthermore, to gain insights into the interactions and regulations of the selected DELncRNAs, we constructed a TF-miRNA coregulatory network with the nine DELncRNAs and SPARC. Interestingly, SPARC and six of the DELncRNAs showed interactions with MYC and MAX, suggesting a meaningful relationship with these transcription factors, which requires further investigation. However, *in vitro* and *in vivo* studies, including overexpressing and silencing the target lncRNAs, RNA pull-down, ChIP, and luciferase reporter gene assays, are needed to investigate the possible relationship between those transcription factors and the DELncRNAs.

We conducted an exploratory validation study based on public BC expression data sets, providing new information on the involvement of MIR155HG, LOC283856, KIAA0125, and LOC100190986 lncRNAs as potential new biomarkers for BC prognosis. However, we are aware of the study's main limitations. We only analyzed our cell-based profiling data alongside publicly available datasets; preclinical studies with cell lines and animal models were not performed. Therefore, further clinical validation in different cohorts and experimental studies, both *in vitro* and *in vivo*, is necessary to better understand these lncRNAs' actions in the BC tumorigenic process.

In BC, there are distinct molecular subtypes characterized by broader gene signatures such as that initially proposed by Sørlie et al. (39). However, patients with tumors from the same intrinsic molecular group respond differently to the same therapies. Over the years, there have been significant advancements to unravel these differences, and, in this sense, multigene panels (such as OncoType, MammaPrint, and Prosigna, among others) have arisen to identify predictive subgroups in specific BC populations, thereby guiding therapies (40). Despite substantial progress over the years, there is still an urgent need to identify molecules that can improve the molecular classification of BC intrinsic subtypes necessary to gain insights into the molecular mechanisms that control the development and progression of tumors and to devise more efficient clinical tactics for cancer treatment. Within this complex landscape, lncRNAs have emerged as important molecules in gene regulation in BC through protein interactions, transcriptional and post-transcriptional regulations, and epigenetics, among others. Although the structure and function of the DELncRNAs identified here need to be further explored, our findings provide new information on the potential role of lncRNAs that can contribute to refining research targets that better define prognostic groups for tailored therapies.

## Data Availability

All data generated or analyzed during this study were already deposited in NCBI's Gene Expression Omnibus and will be available through GEO Series accession number GSE241892.

## Supplementary Materials

Supplementary Material Click to view [pdf].

# Supplementary material for: Expression of MIR155HG, LOC283856, KIAA0125, and LOC100190986 as potential prognostic and predictive biomarkers for breast cancer
**Source:** Braz J Med Biol Res. 2026 Feb 6;59:e14805. doi: 10.1590/1414-431X2025e14805

Figure S1. Study design flowchart. DElncRNA: differentially expressed long non-coding RNAs.

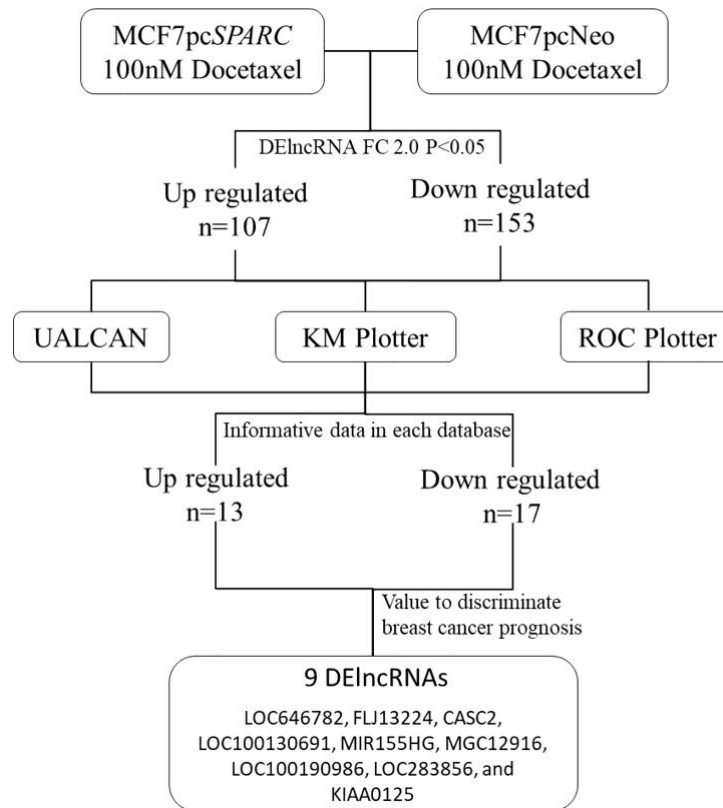

Figure S2. Expression profile of lncRNA in breast cancer (BC) patients. Expression in BC compared to normal breast tissue of (A) LOC646762 lncRNA, (B) FLJ13224 lncRNA, (C) CASC2 lncRNA, (D) LOC100130691, and (E) MGC12916 lncRNA, using the UALCAN database containing TCGA data. Data are reported as medians and interquartile range. * $P < 0.05$ ** $P < 0.001$ **** $P < 0.0001$ (Mann-Whitney test).

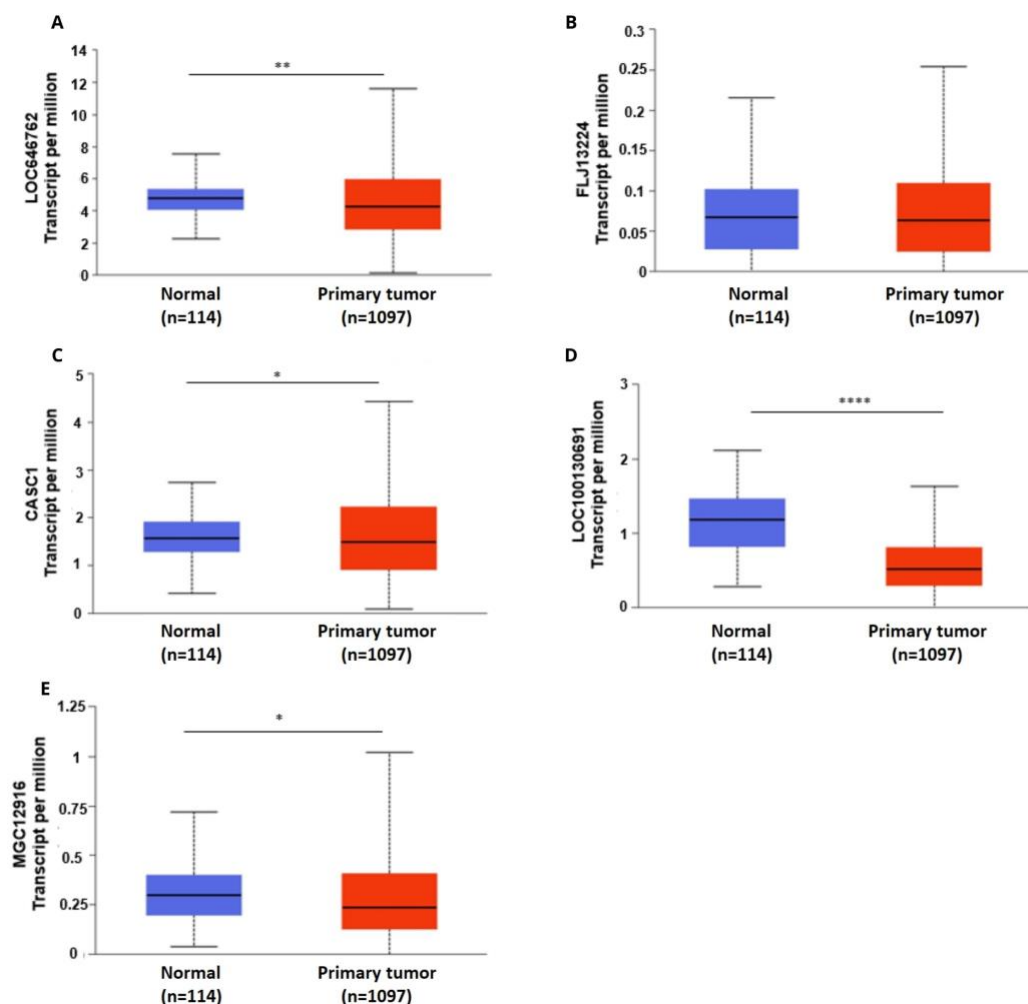

Figure S3. Expression profile of lncRNA in breast cancer patients. Expression in breast cancer different intrinsic subtypes using the UALCAN database containing TCGA data of (A) LOC646762 lncRNA, (B) FLJ13224 lncRNA, (C) CASC2 lncRNA, (D) LOC100130691, and (E) MGC12916 lncRNA. Data are reported as medians and interquartile range. * $P < 0.05$, ** $P < 0.001$, *** $P < 0.0001$, **** $P < 0.00001$ (Mann-Whitney test).

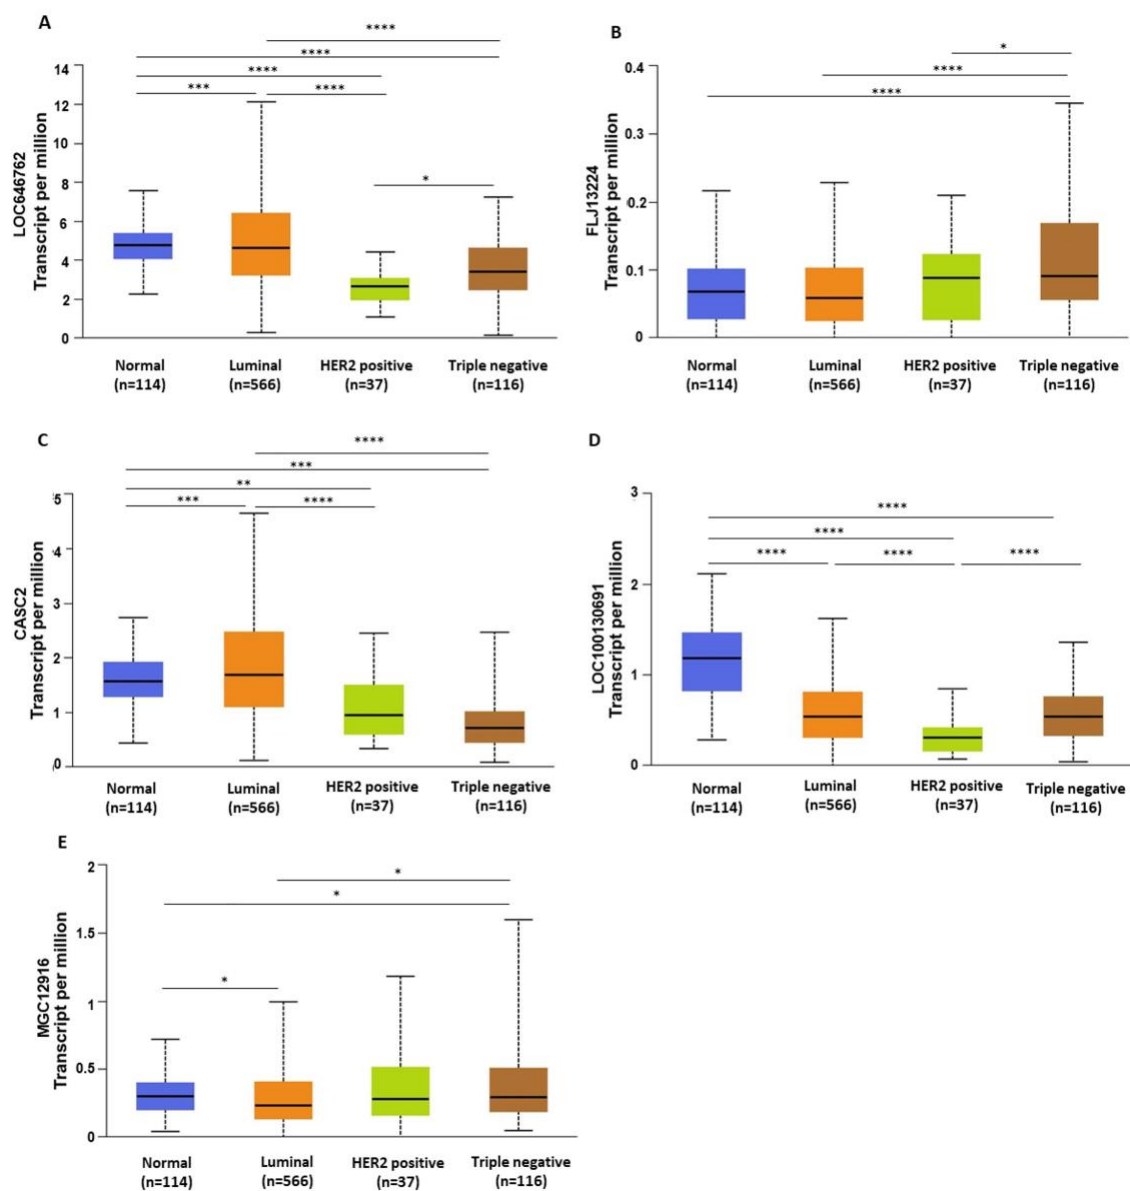

Figure S4. MIR155HG lncRNA expression in breast cancer patients. Kaplan-Meier curves for overall survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of MIR155HG according to the best cut-off value using the JetSet best probe set (229437_at) at the KM Plotter online tool.

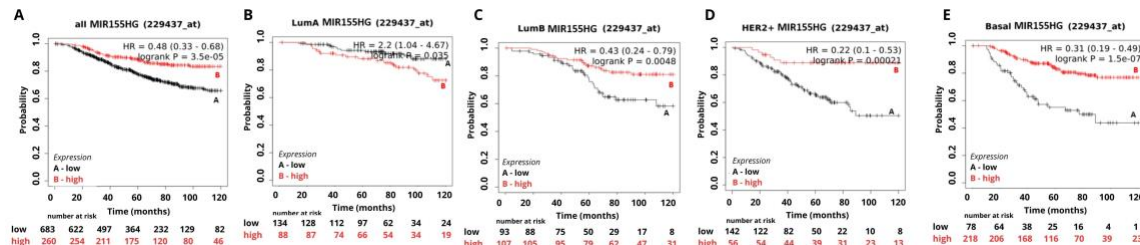

Figure S5. KIAA0125 lncRNA expression in breast cancer patients. Kaplan-Meier curves for overall survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of KIAA0125 according to the best cut-off value using the JetSet best probe set (206478_at) at the KM Plotter online tool.

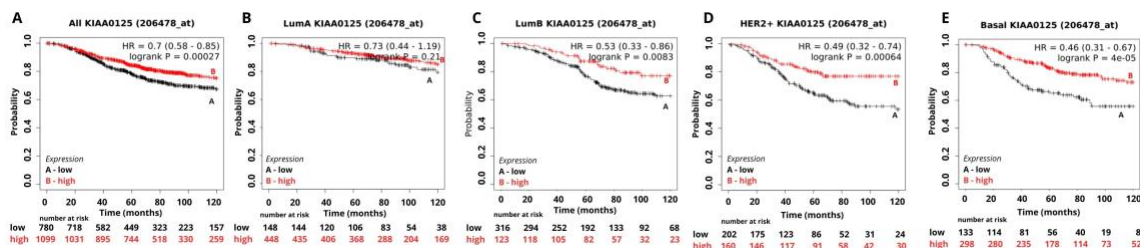

Figure S6. LOC283856 lncRNA expression in breast cancer patients. Kaplan-Meier curves for overall survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of LOC283856 according to the best cut-off value using the JetSet best probe set (1560707_at) at the KM Plotter online tool.

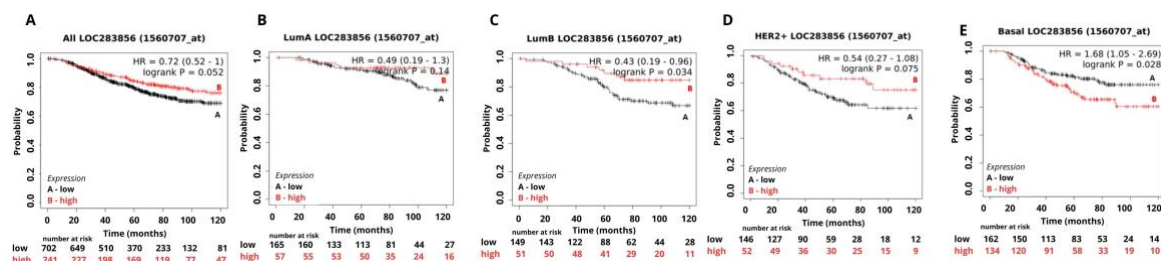

Figure S7. LOC100190986 lncRNA expression in breast cancer patients. Kaplan-Meier curves for overall survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of LOC100190986 according to the best cut-off value using the JetSet best probe set (235060_at) at the KM Plotter online tool.

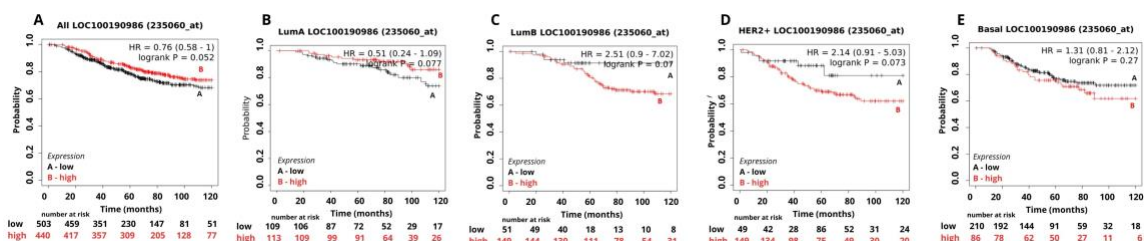

Figure S8. LOC646762 lncRNA expression in breast cancer patients. Kaplan-Meier curves for relapse-free survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of LOC646762 according to the best cut-off value using the JetSet best probe set at the KM Plotter online tool. Kaplan-Meier curves for overall survival of breast cancer patients for (F) all subtypes or for each intrinsic subtype: (G) luminal A, (H) luminal B, (I) HER2, and (J) basal grouped as high or low expression of LOC646762 according to the best cut-off value using the JetSet best probe set (1568597_at) at the KM Plotter online tool.

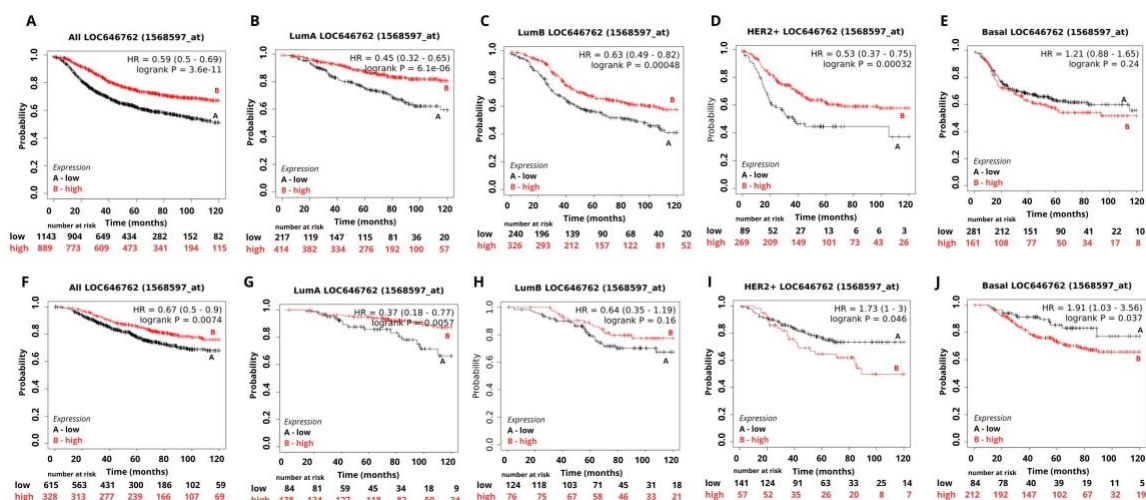

Figure S9. FLJ13224 lncRNA expression in breast cancer patients. Kaplan-Meier curves for relapse-free survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of FLJ13224 according to the best cut-off value using the JetSet best probe set at the KM Plotter online tool. Kaplan-Meier curves for overall survival of breast cancer patients for (F) all subtypes or for each intrinsic subtype: (G) luminal A, (H) luminal B, (I) HER2, and (J) basal grouped as high or low expression of FLJ13224 according to the best cut-off value using the JetSet best probe set (220211_at) at the KM Plotter online tool.

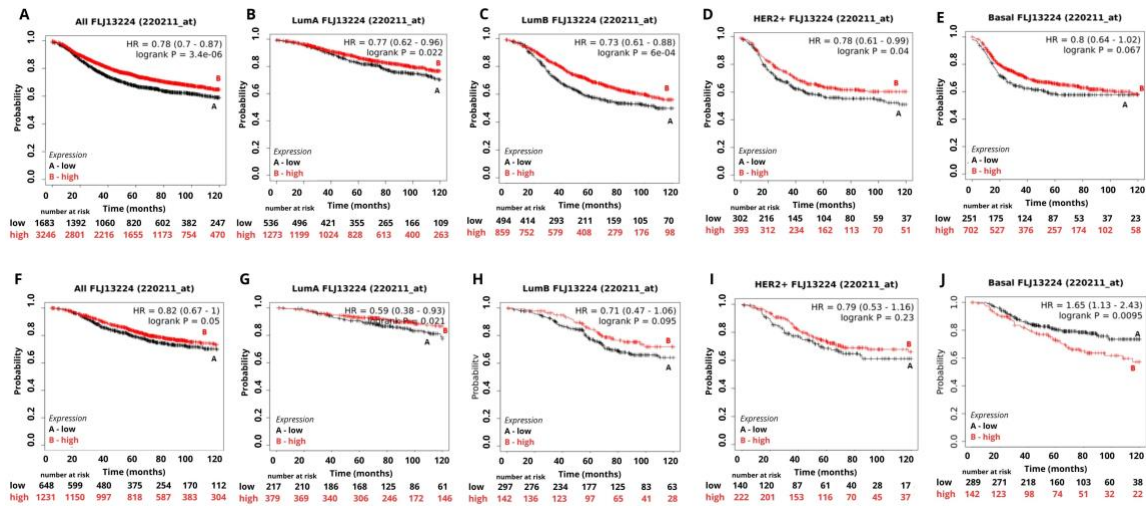

Figure S10. CASC2 lncRNA expression in breast cancer patients. Kaplan-Meier curves for relapse-free survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of CASC2 according to the best cut-off value using the JetSet best probe set at the KM Plotter online tool. Kaplan-Meier curves for overall survival of breast cancer patients for (F) all subtypes or for each intrinsic subtype: (G) luminal A, (H) luminal B, (I) HER2, and (J) basal grouped as high or low expression of CASC2 according to the best cut-off value using the JetSet best probe set (1556630_at) at the KM Plotter online tool.

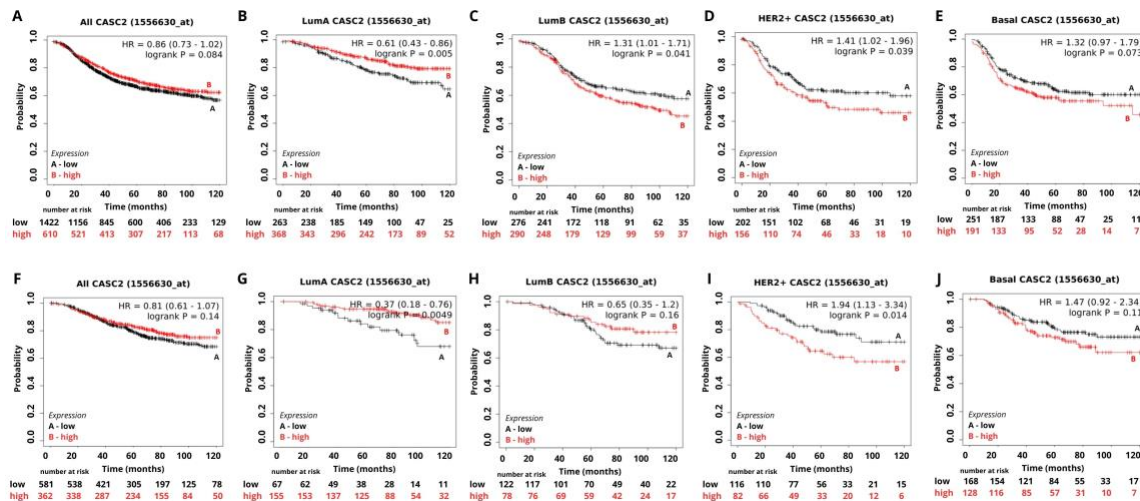

Figure S11. MGC12916 lncRNA expression in breast cancer patients. Kaplan-Meier curves for relapse-free survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of MGC12916 according to the best cut-off value using the JetSet best probe set at the KM Plotter online tool. Kaplan-Meier curves for overall survival of breast cancer patients for (F) all subtypes or for each intrinsic subtype: (G) luminal A, (H) luminal B, (I) HER2, and (J) basal grouped as high or low expression of MGC12916 according to the best cut-off value using the JetSet best probe set (224508_at) at the KM Plotter online tool.

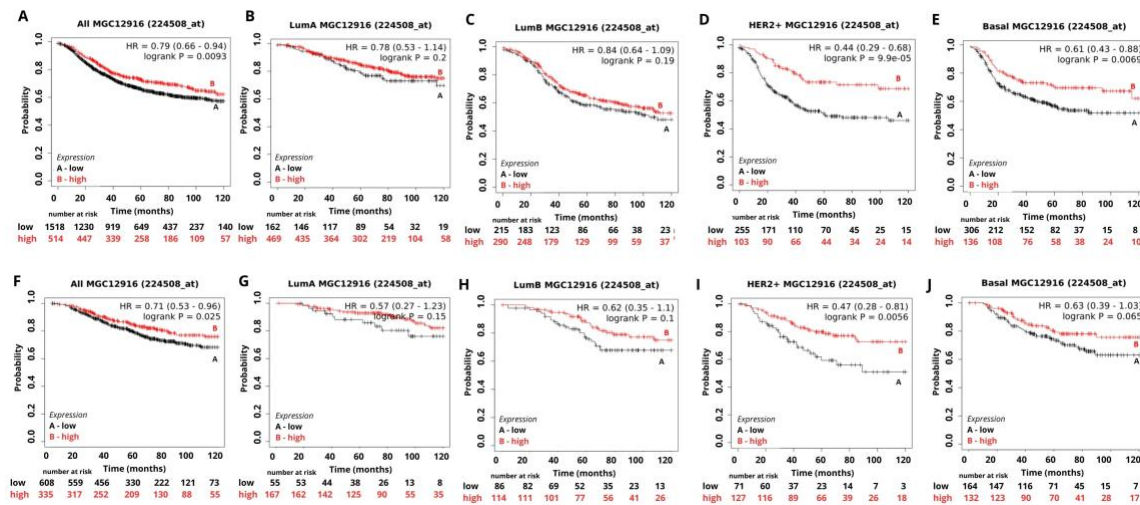

Figure S12. LOC100130691 lncRNA expression in breast cancer patients. Kaplan-Meier curves for relapse-free survival of breast cancer patients for (A) all subtypes or for each intrinsic subtype: (B) luminal A, (C) luminal B, (D) HER2, and (E) basal grouped as high or low expression of LOC100130691 according to the best cut-off value using the JetSet best probe set at the KM Plotter online tool. Kaplan-Meier curves for overall survival of breast cancer patients for (F) all subtypes or for each intrinsic subtype: (G) luminal A, (H) luminal B, (I) HER2, and (J) basal grouped as high or low expression of LOC100130691 according to the best cut-off value using the JetSet best probe set (231540_at) at the KM Plotter online tool.

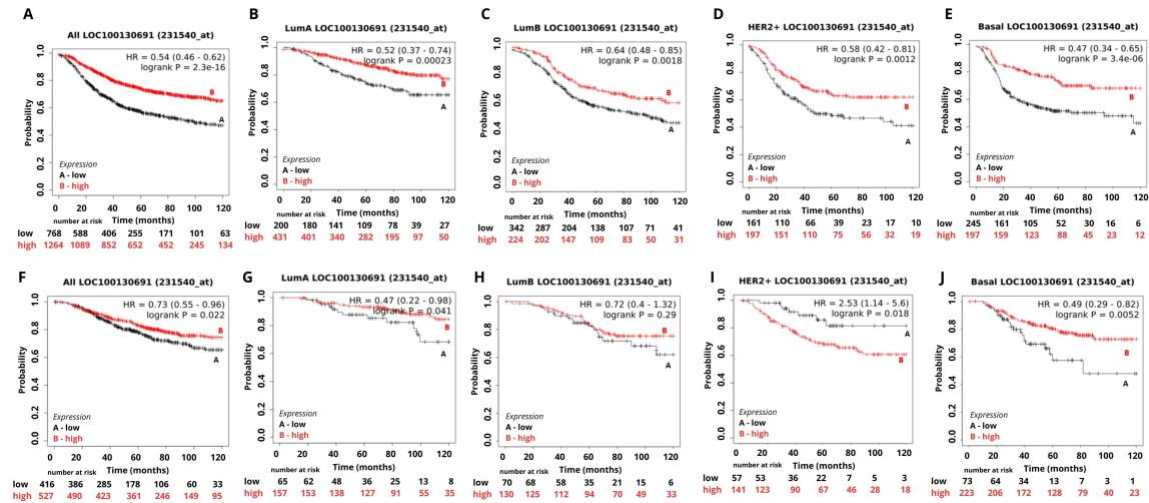

**Supplement:** Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

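The data are 6 two-channel Agilent arrays of MCF-7 cells, 1 for each of 6 conditions. The conditions are 2 lines, MCF7pcNeo and MCF7pcSPARC, each without docetaxel, at 5 nM and at 100 nM for 24 h. Cy5 carried the MCF-7 sample and Cy3 the Universal Human Reference RNA on every array. The authors quantified the spots in Agilent Feature Extraction and deposited scanner files with the intensity of each spot and its local background, processed intensities, flags and log10 ratios. The deposited table holds the log10 ratio of Cy5 to Cy3 per probe, which equals the ratio in the scanner files to within 0.005. Both were background-subtracted and dye-normalized by Feature Extraction. The scanner files name version 10.7.3.1, another version than the methods, and hold the median intensity of a spot but not its mean. The amount of RNA in the deposited labels also differs from that in the methods. The methods say that experiments were performed in triplicate, and 1 array per condition is deposited. Whether the RNA of 1 array was pooled from several cultures is not given in the sources used here. The test behind the paper's P-value is also not given in the sources used here.

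Values were computed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Median intensities were background-corrected by normexp with an offset of 50, log2 ratios were normalized by loess within each array with control and outlier spots at weight 0, and the spots of a probe were averaged. Of 43118 spots that are not controls, 272 to 496 per array were left out as outliers by the scanner's marks. Local backgrounds marked as outliers, 28 on the untreated MCF7pcNeo array and up to 6 on the others, were replaced by the median background of the array. This was decided after the data were seen, because the Cy3 local background reached 30594 on that array, and the values as scanned were kept as an alternative. The 34127 probes were matched by accession to a RefSeq gene table, and the match by symbol planned for the rest could not be run, since the scanner files hold no symbols. 8356 probes had no match and were kept under their accession or probe name, which left 27708 genes and accessions. A gene was an lncRNA if the table gives it that type or a non-coding type other than a small RNA or pseudogene. Small Cajal body RNAs, which the table types as other non-coding RNA, were left out of the lncRNAs after their values were seen, and were counted in an alternative. The RefSeq table and the array design use different genome builds, so no coordinates are given.

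Cy5 was well above background for 74.0% to 79.4% of probes per array, by the scanner's test, with a median Cy5 signal of 134 to 174 over a median local background of 19 to 20. 0 probes were saturated in Cy5. The number of arrays limits the precision of every value. At 100 nM docetaxel the lines were compared as a difference of log2 ratios with no test, over genes with Cy5 well above background on at least 1 of the 2 arrays. The thresholds were an absolute log2 difference of 2, from the methods, and of 1, the fold change of 2 in Figure S1. For tests over all 6 arrays, limma was fitted with line and dose, with 2 residual degrees of freedom, over 21834 genes with Cy5 well above background on at least 2 arrays. Its contrasts were line, 100 nM against untreated, 5 nM against untreated, and 100 nM against 5 nM. Whether the docetaxel response differs between the lines was tested by a limma fit of line by treatment, with both doses as treated. P-values were moderated by empirical Bayes and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Line was the same as slide throughout. Of 24 gene lists, 22 had at least 5 measured genes. These were tested with camera at a preset correlation of 0.01 and adjusted over the lists of a contrast by the Benjamini-Hochberg method, and at 100 nM docetaxel their medians were ranked among 10000 random lists matched on 10 bins of mean expression. Camera with an estimated correlation, an alternative, uses the 2 residual degrees of freedom. It could pass few lists, so a lost call does not by itself show an effect of correlation between genes. Some lists had an estimated correlation far above the preset one, as basal markers (0.737) and DNA replication (0.783) by line. There the p-values at the preset correlation may be too small.

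The comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined, apart from the choices given as made later. The text names SPARC, MYC, MAX and the 9 lncRNAs that the paper names, and not the microRNAs of its network. It also names, at 100 nM, the 10 lncRNAs and 12 other genes with the largest difference in each direction, among those well above background on both arrays and with the same sign at all 3 doses. In the tests it names the 10 genes with the largest fold in each direction among those past the threshold and with the same sign at every dose or in both lines. Where fewer passed, those with the smallest unadjusted p fill the list. Up to 4 members were named per gene list.

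The fits were tested on simulated data in which known changes were added to the mean ratio of each of 21834 genes with random noise from the fitted variance prior. By line, limma recovered 5.97% of genes changed by a log2 of 0.5, 92.5% at 1 and 100% at 2. At 100 nM docetaxel over both lines it recovered 0%, 47.8% and 100%, and for the difference of the response between the lines 0%, 0% and 54.5%. In the difference between single arrays, 66 of 66 genes changed by 2 passed a log2 difference of 1 and 40 passed 2, as did 44 of 21234 unchanged genes at 1. Camera called the 1 shifted list of 20, and 1 of the unshifted lists. The simulated genes were independent of each other, so this does not check camera on lists of correlated genes.

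The alternatives were Agilent's processed ratios, the deposited table, median centring in place of loess, the Cy5 channel alone with quantile normalization, no background subtraction, other filters on dim probes, probes in place of genes, Agilent's error model, other definitions of a lncRNA, other terms in the limma fits, a trended and robust prior, camera with an estimated correlation, and leaving out each array in turn. An offset of 10, backgrounds as scanned, Agilent's processed ratios at a log2 difference of 1 with and without the filter, the definition with small Cajal body RNAs, and the Cy5 channel alone for gene lists were added after the data were seen.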

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

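Of the tests given here, those of RNA without poly(A) tails and of the slides and cultures, and the alternatives with backgrounds as scanned, with an offset of 10, and with the Cy5 channel alone for gene lists, were chosen only after the result was seen.

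The docetaxel response differed between the lines for 180 genes, 158 with a higher and 22 with a lower response in MCF7pcSPARC (limma, line by treatment with both doses as treated, Benjamini-Hochberg adjusted p under 0.05), 2 of them lncRNAs. The result was noted because the same treatment gave different changes in the 2 lines. RNA18SN5, the 18S ribosomal RNA, had the largest difference (log2 difference 3.31, adjusted p = 0.00433 from limma with the Benjamini-Hochberg adjustment), followed among genes with a symbol by RN7SK (2.46), ZNF157 (2.35), EHBP1 (2.22), KRTAP3-3 (2.22) and BAZ1B (2.17), with 4 transcripts without a symbol among the 10 largest. In the other direction were LY96, which was well above background on 2 of 6 arrays and is given without a fold, PPP3R1 (-2.04), PBX2 (-1.31), KIAA0232 (-1.21), NSMF (-1.19), ATF6B (-1.13), POLD3 (-1.12), ZDBF2 (-1.11) and GNAZ (-1.11). The count was 0 with Agilent's processed ratios, 5 with median centring and 4 in the Cy5 channel alone, all by limma, where 3389 genes had an unadjusted p under 0.05 before any of these changes. It was 276 without the MCF7pcNeo array at 5 nM, 587 without that at 100 nM, 686 without the MCF7pcSPARC array at 5 nM and 1008 without that at 100 nM. The Cy3 channel alone, which holds the same reference RNA on every array, carried 84.5% of the median difference of the 180 genes. In Cy3, the MCF7pcSPARC arrays at 5 and 100 nM differed at least 2-fold from each of the other 4 arrays for 176 to 218 genes, against 12 to 38 genes among those 4 and 37 between this pair. Other detected probes of the same genes (54 probes of 45 genes) showed 14.5% of the called probes' median difference. They are dimmer, where the offset pulls differences toward 0, and only the called probes were picked for a large difference. A low share could arise from this alone, so it does not decide whether single probes changed. The Cy3 values argue against a difference in the RNA of the MCF-7 cells as the whole cause for these genes. They go with a change in the reference channel of the treated MCF7pcSPARC arrays. A different share of RNA without poly(A) tails in the labelled material stays open, since 32 small nucleolar, Cajal body and nuclear RNA genes had a median difference of 0.499, between the bounds of 0.3 and 0.5 set for this test. A difference between the lines in their response to docetaxel also stays open for the part that Cy3 does not carry, and it was not tested on other arrays.

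Genes of DNA replication and S phase, 20 in all, had a docetaxel response that was lower in MCF7pcSPARC by a median log2 difference of -0.46 (camera, Benjamini-Hochberg adjusted p = 1.88e-07, and 0.596 with an estimated correlation). The list was noted because its change differed between the lines. The median change at 100 nM was 0.11 in MCF7pcNeo and -0.64 in MCF7pcSPARC, and at 5 nM 0.0193 and -0.24. UHRF1 (-1.16), TK1 (-1.05), RFC4 (-0.99) and MCM6 (-0.97) differed most, with 0 of the 20 genes past the limma threshold over all genes and 5 lower when adjusted over the list alone. The adjusted p was 5.58e-12 in the Cy5 channel alone and 0.000173 with Agilent's processed ratios. The call did not rest on the reference channel, since the list was lower in Cy5 alone too. A difference between the slides or cultures stays open, as does a difference in how the cells of each line were distributed over the cell cycle, which no measurement here tests.

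The lines also differed in data that the paper does not report on. Without docetaxel 55 genes of all kinds differed by a log2 of at least 2, and at 5 nM 70 did. Over the 3 doses 4057 genes differed by line (limma, Benjamini-Hochberg adjusted p under 0.05), with SPANXA1 higher by 5.45 and estrogen response genes lower by a median of -0.54, a camera call that is lost with an estimated correlation (adjusted p = 0.863). The count was 1213 without either of the 100 nM arrays and 7529 without either of the untreated arrays, and it was 426 with backgrounds as scanned. Of these genes, 434 differed at least 2-fold, and for them the Cy3 channel alone carried 8.43% of the median difference. This argues against a difference in the reference channel between the slides as the whole cause. The number of slides that hold arrays of both lines was 0, so a difference between the slides or between the cultures, apart from SPARC, cannot be told apart from an effect of SPARC. The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. The real split called 4057 genes, and the highest of the others called 0, so that 1 of the 10 splits called as many. An effect of SPARC stays among the open explanations, next to other differences between the 2 transfected populations.

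The paper does not report the change from untreated to docetaxel-treated cells. Over both lines, limma called 4 genes at 100 nM at a Benjamini-Hochberg adjusted p under 0.05. EGR1 fell with a log2 fold change of -2.03 (adjusted p = 0.0443), EGR2 with -2.02 (adjusted p = 0.0316) and JUN with -1.35 (adjusted p = 0.0443), and CCNB1 rose by 1.22 (adjusted p = 0.0443), each in 2 of 2 lines. Over 16 other fits their log2 fold changes were -2.37 to -1.70, -3.36 to -1.78, -1.52 to -1.23 and 1.19 to 1.27 in this order, while the calls changed. The limma count was 0 with Agilent's processed ratios, with median centring, with backgrounds as scanned and with no line term, against 2523 genes at an unadjusted p under 0.05 in the fit that called 4. It was 4208 without the untreated MCF7pcNeo array and 171 without the untreated MCF7pcSPARC array, 144 without either of the 5 nM arrays, 1 without the MCF7pcNeo array at 100 nM and 0 without the MCF7pcSPARC array at 100 nM. Without the untreated MCF7pcNeo array, the untreated dose rests on the MCF7pcSPARC array alone. The change of the reference channel on the treated MCF7pcSPARC arrays is then part of that count. The 26 genes of mitosis and G2/M rose by a median log2 fold change of 0.71 (camera, adjusted p = 3.87e-30, and 0.128 with an estimated correlation), with 26 of 26 higher in both lines. The adjusted p was 4.07e-19 with Agilent's processed ratios and 4.77e-37 in the Cy5 channel alone. Of these, 1 gene passed the limma threshold over all genes and 24 passed when adjusted over the list alone. The median change was 0.73 in MCF7pcNeo and 0.80 in MCF7pcSPARC. No explanation was tested for these changes.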

How the results depend on the processing

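Alternatives with an offset of 10, with backgrounds as scanned, with Agilent's processed ratios at a log2 difference of 1, with small Cajal body RNAs, and with the Cy5 channel alone for gene lists were chosen only after the data were seen. The cause of a change was not tested unless it is stated.

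The 0 lncRNAs past a log2 difference of 2 at 100 nM docetaxel stayed 0 with median centring, in the Cy5 channel alone, with either other filter, with probes in place of genes, in the untreated and 5 nM arrays, with accessions as the definition of a lncRNA and with small Cajal body RNAs. The count was 1 without background subtraction, 5 with all features without a coding accession, 13 with Agilent's error model, and 16 with Agilent's processed ratios and with the deposited table. It was 1 with an offset of 10. At a log2 difference of 1, a lower threshold, it was 10, 13 with small Cajal body RNAs, 97 with Agilent's processed ratios, 184 with these and no filter, and 211 when probes were counted in place of genes. The 66 genes of all kinds were 55 to 80 under 8 alternatives. They were 343 with Agilent's error model, 414 with Agilent's processed ratios and with the deposited table, and 107 with an offset of 10. At a log2 difference of 1 there were 683, 2465 with Agilent's processed ratios, 3664 with no filter and 4645 probes.

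The 4057 genes that differ by line were 2738 to 4163 with median centring, an offset of 10, other filters, a trended and robust prior, and without dose. They were 1527 with Agilent's processed ratios, 7188 in the Cy5 channel alone, 426 with backgrounds as scanned, 7529 over the 4 treated arrays and 6540 between treated groups. The 76 lncRNAs were 36, 197, 6, 155 and 118 under the same alternatives, 45 with median centring, and 68 to 82 otherwise. The 4 genes changed at 100 nM stayed 4 with either filter. They were 0 with Agilent's processed ratios, median centring, backgrounds as scanned and no line term, all by limma, which gave 2523 genes at an unadjusted p under 0.05 before these changes. They were 1 with an offset of 10, 28 in the Cy5 channel alone, 26 with a trended and robust prior, and 144 with the untreated and 100 nM arrays only, which uses fewer arrays. At 5 nM limma called 0 genes (1165 at an unadjusted p under 0.05) and 1 in the Cy5 channel alone. Between 100 and 5 nM limma called 0 (580 at an unadjusted p under 0.05), and 0 under the 8 alternatives run for it besides leaving out an array. Neither unadjusted count, 1165 or 580, is far above the share of genes that a threshold of 0.05 passes when none has changed. The 180 genes whose docetaxel response differs between the lines were 210 and 140 with the filters. They were 0 with Agilent's processed ratios, 5 with median centring, 4 in the Cy5 channel alone, 1 with an offset of 10, 400 with a trended and robust prior and 3775 with backgrounds as scanned.

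Leaving out each array in turn gave 1213 to 7529 genes and 18 to 155 lncRNAs by line, lowest without either of the 100 nM arrays and highest without either of the untreated arrays. Without 1 array of a dose, the other array of that dose carries no information on line. Without the untreated MCF7pcNeo array, a change from untreated includes that of the reference channel on the treated MCF7pcSPARC arrays. At 100 nM docetaxel the range was 0 to 4208 genes and at 5 nM 0 to 3235, both highest without the untreated MCF7pcNeo array. Between 100 and 5 nM it was 0 to 172, highest without either of the untreated arrays. For the difference in response it was 276 to 1008, lowest without the MCF7pcNeo array at 5 nM and highest without the MCF7pcSPARC array at 100 nM. That model could not be fitted without either of the untreated arrays.

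Directions reversed for 7 values of the docetaxel response between the lines. In the Cy5 channel alone RNA18SN5 was at -0.0042, PPP3R1 at 0.43, PBX2 at 0.42, NSMF at 0.14 and ATF6B at 0.91, since the reference channel is left out there. With backgrounds as scanned, ZDBF2 was at 0.0555 and SPARC at 1.19. Of 2051 comparisons of single genes in a test, these 7 included, 1724 gave the same call, 103 lost a call and 217 gained one. SPARC stayed higher in MCF7pcSPARC by 5.22 to 6.62 and MIR550A3HG lower by -1.13 to -0.93 over 17 fits each, all past the threshold. Of the 21 gene list calls, 0 remained with an estimated correlation, 13 with Agilent's processed ratios and 14 in the Cy5 channel alone, where 19 were made in all. The estimated correlation leaves camera 2 residual degrees of freedom, so few lists could pass there. The 6 lists outside the percentile bounds at 100 nM were the same 6 with Agilent's processed ratios, and 7 without the filter, where the list of lncRNAs studied in cancer came in (percentile 1.57). In the Cy5 channel alone there were 6, but luminal markers and cholesterol synthesis dropped out, and the MYC and MAX network (median -0.33) and lncRNAs studied in cancer (percentile 2.36) came in.

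Of 1040 lncRNA genes, 408 were not well above background on either 100 nM array, and for these Agilent's processed ratios and normexp had median absolute differences of 0.35 and 0.10.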

Differences from the paper's values

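The alternatives with Agilent's processed ratios at a log2 difference of 1, with an offset of 10 and with small Cajal body RNAs were chosen only after the values were seen.

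The paper's count of differentially expressed lncRNAs between MCF7pcSPARC and MCF7pcNeo after docetaxel is 260, and the count here is 0 at the absolute log2 difference of 2 given in the methods. The paper's count of up-regulated lncRNAs is 107, against 0 here, and the paper's count of down-regulated lncRNAs is 153, against 0 here. The paper also required a P-value under 0.05, which single arrays do not give here. Figure S1 gives a fold change of 2 in place of a log2 fold change of 2. Of the alternatives set before the data were examined, none brings the total, the up-regulated or the down-regulated count within 1.5 times the paper's. They gave 10 lncRNAs at a log2 difference of 1 (8 higher and 2 lower), 16 with Agilent's processed ratios or with the deposited table (5 higher and 11 lower), 13 with Agilent's error model at p under 0.05 (5 higher and 8 lower), 1 higher without background subtraction, and 5 with all features without a coding accession (4 higher and 1 lower). They gave 0 with median centring, in the Cy5 channel alone, without a filter, with Cy5 well above background on both arrays, with probes in place of genes, in the untreated arrays, in the 5 nM arrays and with accessions as the definition of a lncRNA. The paper kept what remained after coding RNAs and pseudogenes were excluded, while the 632 genes compared here were picked by RefSeq type. All features without a coding accession, 5503 compared, may be nearer to that. At a log2 difference of 1 they gave 74 (51 higher and 23 lower), accessions as the definition 19, and Agilent's error model 53. None is within 1.5 times the paper's counts. Agilent's processed ratios were not counted with all these features.

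Agilent's processed ratios with no filter on dim probes and a log2 difference of at least 1, a setting chosen after seeing the values, gave 184 lncRNAs, 76 higher and 108 lower, within 1.5 times the paper's counts, and dropped 3 of the 9 lncRNAs that the paper names. The same setting with probes in place of genes, also chosen after seeing the values, gave 211 probes, 86 higher and 125 lower, and dropped 0 of the 9. With the filter on dim probes this setting gave 97, 45 higher and 52 lower, outside that range. Of the 184 lncRNA genes, 87 were not well above background on either 100 nM array.

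The paper names 9 lncRNAs as differentially expressed after docetaxel. At 100 nM, 1 of the 9 passed a log2 difference of 1 here, MIR550A3HG at -1.09, and 0 passed 2. MIR155HG, GNAO1-DT, LOC100130691 and MGC12916 were not well above background on any array. In Agilent's processed ratios without a filter, 6 of the 9 passed a log2 difference of 1 and 1 of the 9 passed 2, but these 4 are among the 6 and MIR155HG is the 1, so no difference is given for them. The other 2 of the 6 were LOC100190986 at 1.07 and MIR550A3HG at -1.10. CASC2 and FLJ13224 passed it there through a probe that is not their brightest, at -1.03 and 1.02, and FAM30A through a probe not well above background on either 100 nM array. By Agilent's error model, 4 of the 9, the dim MIR155HG among them, passed a log2 difference of 1 at an unadjusted p under 0.05, CASC2, LOC100190986, MIR155HG and MIR550A3HG, which compares single arrays and not conditions. SPARC, which the paper describes as expressed in MCF7pcSPARC and not in MCF7pcNeo, was higher in MCF7pcSPARC by 5.48 at 100 nM, with its signal in MCF7pcNeo well above background. The paper checked SPARC in its clones by western blotting and immunocytochemistry, which measure protein. The arrays measure RNA, so these are unlike measures and not a disagreement.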

Other observations

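The Cy5 channel alone for gene lists was chosen only after the data were seen, and the other tests in this part were set before their results.

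Agilent's processed ratios differed by a log2 of at least 1 at 100 nM between the lines for 103 of 465 lncRNA probes that were not well above background on either array. A candidate explanation is noise of spots near background. The untreated and 5 nM arrays of MCF7pcNeo, compared in the same way, gave 80 of 443 such probes, which is 77.7% as many. Of MCF7pcNeo at 100 nM against untreated, 90 of 456 such probes passed, and of MCF7pcSPARC at 100 nM against 5 nM, 93 of 516. These values argue against a difference between the lines as the source of most of the differences among dim lncRNA probes. For lncRNA probes well above background on both arrays, 62 of 618 passed between the lines and 23 of 684 between the untreated and 5 nM MCF7pcNeo arrays, which is 37.1% as many, between the bounds set for the test. The other comparisons within a line gave 21 of 664 in MCF7pcNeo at 100 nM against untreated and 36 of 612 in MCF7pcSPARC at 100 nM against 5 nM. Noise between arrays and a difference between the lines both stay open for these probes.

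Between the lines at 100 nM, the Cy3 channel alone carried 23.6% of the median difference of the 683 genes past a log2 difference of 1, and 19.3% of that of the 10 lncRNAs. In the Cy5 channel alone, 94.7% of the 683 genes had the same sign.

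The 5 nM arrays, which carry a label of 100 nM in one field, differed from the 100 nM arrays in the genes of mitosis and G2/M. Their median change from untreated was 0.0675 at 5 nM and 0.73 at 100 nM in MCF7pcNeo, and 0.14 and 0.80 in MCF7pcSPARC. Camera gave an adjusted p of 4.31e-66 for the list between 100 and 5 nM (0.0578 with an estimated correlation). Of its genes, 0 passed the limma threshold over all genes, and 25 of 26 were higher when adjusted over the list alone.

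At 5 nM limma called 0 of 21834 genes against untreated over both lines, with 1165 at an unadjusted p under 0.05. Between 100 and 5 nM it called 0, with 580 at an unadjusted p under 0.05. Neither unadjusted count is far above the share of genes that a threshold of 0.05 passes when none has changed. Among lncRNAs, limma called 0 at 100 nM against untreated (68 at an unadjusted p under 0.05). Genes that were higher at 100 nM in both lines without passing the threshold were EML2 (1.82), TROAP (1.31), AURKA (1.20), PIMREG (1.17), TPX2 (1.13), TUBB6 (1.06), KNSTRN (1.05), FAM72D (1.04) and KIFC1 (1.03). Genes that were lower in both lines, also without passing it, were RIT1 (-1.33), IER2 (-1.19), DUSP1 (-1.15), FOS (-1.04), UBE2E1 (-0.99), GOLGB1 (-0.96) and 1 probe without a symbol. These folds include the change of the reference channel on the treated MCF7pcSPARC arrays. For the 100 genes with the smallest p at 100 nM, Cy3 alone carried 11.2% of the median difference. Tubulins and their associated proteins rose by a median log2 fold change of 0.61 (camera, Benjamini-Hochberg adjusted p = 3.24e-10, and 0.870 with an estimated correlation), with 0 of 19 genes past the limma threshold over all genes and 11 higher when adjusted over the list alone. At 5 nM they rose by a median of 0.26 (adjusted p = 0.00269 from camera, and 0.940 with an estimated correlation), with 0 of 19 past, also when adjusted over the list alone. TUBB2A (1.31, adjusted p = 0.112 from limma), TUBA4A (1.18, 0.114) and TUBB (1.04, 0.114) had the largest differences at 100 nM besides TUBB6, and none of these passed. DNA replication genes were called as lower at 100 nM (median -0.26, adjusted p = 0.0106 from camera, 0.0502 in the Cy5 channel alone and 0.870 with an estimated correlation), but their median rose in MCF7pcNeo, with 3 of 20 genes lower in both lines and 0 past the limma threshold (1 higher when adjusted over the list alone). Interferon response genes were called as higher (median 0.0994, adjusted p = 0.0353 from camera, 0.185 with Agilent's processed ratios and 0.870 with an estimated correlation), but their median was -0.00806 in MCF7pcNeo and 0.21 in MCF7pcSPARC, with 10 of 22 genes higher in both lines and 0 past the limma threshold, also when adjusted over the list alone. The other 18 of 22 lists did not pass at 100 nM.

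Between single arrays, with no test, 29 genes were higher and 17 lower at least 2-fold at 100 nM than untreated in MCF7pcNeo, and 5 and 5 at 5 nM. In MCF7pcSPARC 235 were higher and 61 lower at 100 nM, and 312 and 79 at 5 nM, with the change of the reference channel on these arrays included. In the Cy5 channel alone, over 19452 genes well above background on all 6 arrays, 79 genes at 100 nM and 64 at 5 nM differed at least 2-fold from untreated in MCF7pcSPARC, against 94 and 41 in MCF7pcNeo, so the larger numbers in MCF7pcSPARC are not seen there at 100 nM. Across 21834 genes, which are not independent replicates, the responses of both lines at 100 nM had a Pearson r of 0.375 and a Spearman rho of 0.328, and at 5 nM an r of -0.0138 and a rho of -0.00335. The line differences without docetaxel and at 100 nM had an r of 0.655 and a rho of 0.523, those at 5 and 100 nM 0.815 and 0.733, and those without docetaxel and at 5 nM 0.526 and 0.380. All of these correlations use the ratios and include the change of the reference channel on the treated MCF7pcSPARC arrays. They were not computed in the Cy5 channel alone. The changes from 5 to 100 nM in both lines had an r of 0.0415 and a rho of -0.0341.

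None of the genes below passed in its contrast. The folds from untreated to 5 nM are averages over both lines and include the change of the reference channel on the treated MCF7pcSPARC arrays. From untreated to 5 nM, those with the smallest p that rose in both lines were EML2 (1.87), SMC1A (1.41), PRKAG1 (1.25), KHSRP (1.11), AP5B1 (1.10), LYRM9 (0.90), EEF2 (0.85), CLSTN3 (0.84), AQP3 (0.77) and NDST1 (0.73). Those that fell were ZC3H7B (-1.07), EGR2 (-0.98), UBE2E1 (-0.97), RIT1 (-0.90), GOLGB1 (-0.84), WWC1 (-0.82), POLE (-0.80), GMEB2 (-0.75), FANCD2 (-0.69) and 1 probe without a symbol. From 5 to 100 nM, TROAP (1.10), CENPA (1.05), CCNB1 (1.02), CDC20 (1.00), KNSTRN (1.00), DEPDC1 (0.92), PIMREG (0.90), TPX2 (0.90), HMMR (0.89) and AURKAP1 (0.84) rose. EGR1 (-1.38), EGR2 (-1.04), FOS (-1.01), JUN (-0.74), DUSP1 (-0.61), FAXDC2 (-0.57), PHLDA1 (-0.55), PGR (-0.54), TMT1A (-0.50) and 1 transcript without a symbol fell.

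Camera called 4 other lists between 100 and 5 nM at a Benjamini-Hochberg adjusted p under 0.05, each lost with an estimated correlation (adjusted p = 0.997). These were tubulins and their associated proteins (median 0.42, adjusted p = 1.58e-12), interferon response (median 0.11, adjusted p = 0.00158), estrogen response (median -0.14, adjusted p = 0.00238, and 0.111 with Agilent's processed ratios) and cholesterol synthesis (median 0.12, adjusted p = 0.00704, and 0.111 with Agilent's processed ratios). It also called 4 other lists for the difference of the docetaxel response between the lines, none of which passed in the Cy5 channel alone or with an estimated correlation (adjusted p = 0.596 for each). These were leukocyte markers (median 0.45, adjusted p = 0.00139, and 0.185 in Cy5 alone), extracellular matrix (median 0.19, adjusted p = 0.0142, and 0.180 in Cy5 alone), fibroblast markers (median 0.60, adjusted p = 0.0142, and 0.687 in Cy5 alone) and cholesterol synthesis (median -0.25, adjusted p = 0.0465, and 0.254 in Cy5 alone).

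MYC and MAX, which the paper links to the lncRNAs in a network, did not pass the test by line over all 6 arrays. MYC had a log2 fold change of -0.52 (standard error 0.20, Benjamini-Hochberg adjusted p = 0.109 from limma), with -0.82 at 100 nM and -0.18 there in the Cy5 channel alone. Over the 4 docetaxel-treated arrays alone the log2 fold change of MYC was -0.87. At 100 nM its reference signal was higher on the MCF7pcSPARC array by 0.66, which lowers the ratio there. The brightest MAX probe had -0.0922 (standard error 0.16, Benjamini-Hochberg adjusted p = 0.739 from limma), and passed in the Cy5 channel alone (-0.51, adjusted p = 0.0170). In that channel it differed by -0.57 without docetaxel, -0.23 at 5 nM and -0.74 at 100 nM. The other MAX probes, also well above background on all 6 arrays, differed there by -0.37, -0.02 and -0.40, and by 0.08, -0.23 and -0.10. Lists of the MYC and MAX network and of MYC-induced genes did not pass by line (camera, adjusted p = 0.462 and 0.699). At 100 nM the network's median was -0.0530, inside the percentile bounds, and -0.33 in the Cy5 channel alone, outside them.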
